# Iron-Deficiency Anemia Results in Transcriptional and Metabolic Remodeling in the Heart Toward a Glycolytic Phenotype

**DOI:** 10.3389/fcvm.2020.616920

**Published:** 2021-01-21

**Authors:** Yu Jin Chung, Pawel Swietach, M. Kate Curtis, Vicky Ball, Peter A. Robbins, Samira Lakhal-Littleton

**Keywords:** iron deficiency, anemia, hypoxia, RNA-Seq, cardiac transcriptome, cardiac metabolism

## Abstract

Iron deficiency is the most prevalent micronutrient disorder globally. When severe, iron deficiency leads to anemia, which can be deleterious to cardiac function. Given the central role of iron and oxygen in cardiac biology, multiple pathways are expected to be altered in iron-deficiency anemia, and identifying these requires an unbiased approach. To investigate these changes, gene expression and metabolism were studied in mice weaned onto an iron-deficient diet for 6 weeks. Whole-exome transcriptomics (RNAseq) identified over 1,500 differentially expressed genes (DEGs), of which 22% were upregulated and 78% were downregulated in the iron-deficient group, relative to control animals on an iron-adjusted diet. The major biological pathways affected were oxidative phosphorylation and pyruvate metabolism, as well as cardiac contraction and responses related to environmental stress. Cardiac metabolism was studied functionally using *in vitro* and *in vivo* methodologies. Spectrometric measurement of the activity of the four electron transport chain complexes in total cardiac lysates showed that the activities of Complexes I and IV were reduced in the hearts of iron-deficient animals. Pyruvate metabolism was assessed *in vivo* using hyperpolarized ^13^C magnetic resonance spectroscopy (MRS) of hyperpolarized pyruvate. Hearts from iron-deficient and anemic animals showed significantly decreased flux through pyruvate dehydrogenase and increased lactic acid production, consistent with tissue hypoxia and induction of genes coding for glycolytic enzymes and H^+^-monocarboxylate transport-4. Our results show that iron-deficiency anemia results in a metabolic remodeling toward a glycolytic, lactic acid-producing phenotype, a hallmark of hypoxia.

## Introduction

Iron deficiency is a common comorbidity in chronic heart failure and is demonstrably associated with higher mortality rates (1–3). When induced in laboratory animals, it can result in fatal cardiac derangements (4–6). Severe iron deficiency leads to anemia, and there is growing evidence that impaired oxygen transport contributes to cardiac disease and death (7–9). Given the myriad of biological functions related to iron and oxygen, the cardiac consequences of iron-deficiency anemia (IDA) are inherently complex. Metabolism is a likely target of remodeling (10) because the heart normally engages in a high rate of aerobic respiration, largely of fatty acids (11, 12). In anemia, inadequate convective O_2_ transport by blood and dysfunctional O_2_ handling in cardiac myocytes is predicted to shift metabolism toward a more glycolytic phenotype as an adaptation to a more limited oxygen supply. An elevated glycolytic rate will also lead to an enhanced production of lactic acid (13), potentially reducing intracellular pH (pH_i_), a major modulator of cardiac function (14, 15). In addition to a metabolic effect, iron-deficiency anemia may alter cardiac gene expression through oxygen- and iron-sensitive enzymes such as prolyl hydroxylases (PHDs) and lysine demethylases (KDMs), which regulate the transcription factor hypoxia inducible factor (HIF) (16, 17) and histone methylation mark (18–20), respectively. To gain unbiased insight into the possible changes in cardiac function under IDA, a non-candidate approach is warranted.

Here, we sequenced the transcriptome of cardiac muscle of mice, rendered iron deficient by restricting their dietary iron intake. We find that IDA resulted in marked differences in transcriptomic profile compared to hearts from mice on a control diet. Differentially expressed genes related to processes such as mitochondrial metabolism, stress response, immune system, and various signaling processes, including calcium handling. To verify that the metabolic profile is, indeed, affected by IDA, further studies used a combination of *in vitro* and *in vivo* methods to assess oxidative mitochondrial pathways and pyruvate metabolism. We confirm that iron-deficiency anemia produces a marked shift toward lactic acid producing glycolytic metabolism.

## Materials and Methods

### Animal Procedures

Animal procedures were performed in compliance with Home Office Guidance on the Operation of the Animals (Scientific Procedures) Act of 1986 and the University of Oxford institutional guidelines. All treatments administered to animals were approved by the Home Office under the Project License 30/3182. Male wild-type C57BL/6J mice used in this study were housed in individually ventilated cages, with a minimum of 2 and maximum of 6 mice per cage. At the end of the protocol, animals were killed humanely by cervical dislocation. Hearts were washed in ice-cold PBS and snap frozen in liquid nitrogen.

### Iron Deficiency Model

At 3 weeks of age, mice were weaned on either an iron-deficient diet (2–5 ppm iron; Teklad, TK99397; Envigo) or an iron-adjusted diet (200 ppm iron, Teklad, TK08713; Envigo) for 6 weeks. Hemoglobin concentration was measured from tail-vein blood, collected using a 27G needle and a HemoCue device (Radiometer).

### Dynamic Nuclear Polarization (DNP)-Hyperpolarised-^13^C_1_ Magnetic Resonance Spectroscopy

Scans were performed between 7 a.m. and 1 p.m, during the early absorptive state. Anesthesia was induced at 3% isoflurane and maintained at 2%. A catheter with a 32 G needle was inserted into the tail vein for intravenous infusion of hyperpolarized solution. The animal was placed into a home-built cradle and body temperature maintained via a warm air flow through a heat-exchanger placed on either side of the animal. A circular custom-built ^13^C RF surface transmit/receive coil with a 10 mm radius was placed on the chest over the heart and secured with surgical tape. ECG probes were inserted into each forepaw and monitored throughout the experiment.

MR spectroscopy was performed using a 7 T (300 MHz) horizontal bore MR scanner interfaced to a direct-drive console (Varian Inc). Using a 72 mm ^1^H volume transmit/receive RF coil (Rapid Biomedical), a 3-plane FLASH localizer image was obtained to confirm the location of the heart at the magnet isocenter. Following dissolution, 150 μL of hyperpolarized pyruvate was injected over 10 sec into the mouse, followed by a 50 μL flush of heparinized saline. Sixty individual ECG-gated ^13^C MR pulse-acquire cardiac spectra were acquired over 2 min following injection. The frequency was centered on the C_1_ pyruvate resonance.

^13^C spectra were analyzed using the AMARES algorithm in the jMRUI software package. Spectra were DC offset-corrected based on the last half of acquired points. A kinetic model was obtained by quantification of the peak areas of [1-^13^C]pyruvate, [1-^13^C]lactate and [1-^13^C]bicarbonate at each time point and normalized to the peak area of [1-^13^C]pyruvate. A summed model was obtained by adding the averaged maximum peak area of each metabolite over 30 individual spectra from the first appearance of pyruvate and normalized to the peak area of [1-^13^C]pyruvate.

### Pyruvate Polarization and Dissolution

Approximately 40 mg of [1-^13^C]pyruvic acid doped with 15 mM trityl radical (OXO63, Oxford Instruments) and 3 μL Doatrem (1:50 dilution, Guebert) was hyperpolarized in a General Electric Prototype Polariser (GE Healthcare) with 45 min of microwave irradiation. The sample was then dissolved for 20 min in a pressurized and heated alkaline solution, containing 60 mM sodium hydroxide and 247 mM EDTA dipotassium salt (Sigma). This yielded an 80 mM solution of hyperpolarized sodium [1-^13^C]pyruvate with a polarization of ~30% at physiological pH and temperature.

### Isolation of Cardiac Myocytes

Excised hearts were cannulated at the aorta using a blunted 23 G needle, mounted on a Langendorff apparatus. Hearts were perfused with warm Tyrode perfusion solution containing (in mM): 130 NaCl, 5.6 KCl, 3.5 MgCl_2_, 5 HEPES, 0.4 Na_2_HPO_4_, 10 Glucose, and 20 Taurine, pH 7.4 at 37°C, then digested with Tyrode perfusion solution supplemented with 0.1 mM CaCl_2_ and 1.0 mM liberase (Sigma). Following digestion, cells were dissociated by careful mechanical disruption and filtered through a 500 μm cell strainer. Enzymatic activity was quenched by adding 1% BSA in Tyrode perfusion buffer. CaCl_2_ was reintroduced step-wise to a final concentration of 1 mM prior to use.

### RNA and DNA Extraction

Total RNA was extracted from ~30 mg of snap frozen, crushed cardiac tissue using the RNeasy Fibrous Mini Kit (Qiagen), following manufacturer's instructions. Genomic DNA (gDNA) was extracted from ~30 mg of snap frozen, crushed cardiac tissue using the DNeasy Blood, and Tissue Kit (Qiagen), following manufacturer's instructions.

### Sequencing

For library preparation, mRNA was selected from total RNA by a poly-(A) selection before conversion to cDNA and adapter-ligated. Samples were sequenced on the Illumina HiSeq 4000. Samples with RNA integrity number of at least 6 were included in this analysis. A total of 20 samples were submitted for sequencing across 2 units, each of which received approximately 240 million pair-ended reads. Raw reads were 75 base-pairs in length. The analysis pipeline involved using Spliced Transcripts Alignment to a Reference (STAR) (21) to align raw reads to the mouse reference genome *mm10*. PCR duplicates were removed using the sequence alignment/map (SAM) tools (22) and counts table generated using featureCounts (23). Differential gene expression analysis was conducted in RStudio using DESeq2 (24) and EdgeR (25) for genes with adequate expression (at least one count per million), after correcting for PCR duplicates and normalizing to library size. Pathway analysis was conducted using the Generally Applicable Gene Set Enrichment (GAGE) (26) and pathway map was generated using PathView (27). One sample from each group was excluded due to sample contamination. In some instances, gene expression level between groups for a particular gene of interest was compared using mapped reads generated by featureCounts using RNA-seq data, and are presented in counts per million (cpm).

### Quantitative PCR

cDNA was reverse transcribed from total RNA using the Expand Reverse Transcriptase kit (Roche) and poly dT primers (Invitrogen), following manufacturer's instructions. For qPCR, 25 μg of cDNA was used as template and either the Taqman Fast Universal or PowerUp SYBR Green master mix (Thermo Fisher). *Gapdh* (SYBR green assays) or *Actb* (Taqman assays) was used as a housekeeper. Primers used for Taqman assays are: *Pdk1* (Mm00554300), *Pdk4* (Mm01166879), and *Ldha* (mM01612132). Primer used for SYBR green assays are:

*Cox4-1*: 5′ CAGGCTTCCGTCTTAACCGTTG; 3′ TCAGCGTAAGTGGGGAAAGCA

*Cox4-2*: 5′ GTTGACTGCTACGCCCAGC; 3′ AGGCCACCTTCTCTGCTTGG

*Gapdh*: 5′ GGCACAGTCAAGGCTGAGAATG; 3′ ATGGTGGTGAAGACGCCCAGTA.

### Mitochondrial Copy Number Assay

Mitochondrial (mt) copy number was determined as a ratio of mtDNA:gDNA. The mt primer is located within the *Nd4* gene in the mitochondrial genome, which encodes for the NADH dehydrogenase 4 protein: 5′ CCAACTACGAACGGATCCACA; 3′ TGATTGAAGGGGGTAGAGCTAGA. The genomic primer was designed to span the exon-intron junction of the β-actin genomic sequence: 5′ TAGGGTCCGGGCCTCGAT; 3′ TGTCTCGGTTACTAGGCCTGC. qPCR was carried out in PowerUp SYBR Green Master Mix with 20 ng gDNA template.

### Immunofluorescence

Isolated cardiomyocytes were plated on to laminin coated plates and fixed in ice-cold 4% paraformaldehyde. Cells were permeabilized in 0.3% triton-X and blocked in primary antibody overnight at 4°C, then in secondary antibody and DAPI for nuclear staining. Cells were imaged on a Zeiss LSM 700 confocal microscope at 40x magnification.

### Transmission Electron Microscopy (TEM)

Isolated cardiac myocytes were fixed in 2.5% glutaraldehyde and stored in 0.25% glutaraldehyde at 4°C. Samples were rinsed 5 times in 1X PBS, 15 min each wash, then fixed in 1% osmium tetroxide (OsO_4_; TAAB Laboratories) in 1X PBS at 4°C for 2 hrs with gentle rotation. Samples were rinsed 5 times in ddH_2_O, 15 min each wash, and fixed in 0.2% uranyl acetate (Agar Scientific) overnight at 4°C in the dark. Samples were washed once in ddH_2_O for 10 min. For dehydration of specimen, samples were washed for 15 min at 4°C, in 30, 50, 70, 80, 90, and 95% EtOH. Samples were then incubated 3 times in 100% dry EtOH at 4°C, 30 min each incubation step. For resin infiltration, samples were incubated in 2:1 100% dry EtOH:TAAB TLV resin (TAAB Laboratories) for 2 hrs, 1:1 100% dry EtOH:TAAB TLV resin for 3 hrs, and 1:2 100% dry EtOH:TAAB TLV resin for 2 hrs with gentle rotation. Samples were then incubated in 100% TAAB TLV resin for 48 hrs at room temperature. During this time, the resin was changed every 8 hrs. Tissue pieces were transferred to Beem capsules filled with fresh 100% TAAB TLV resin and polymerized overnight at 60°C. Samples were sectioned on the Leica UC7 ultramicrotome. Resin blocks were faced-up using a glass knife in preparation for ultra-thin sectioning. For ultra-thin sectioning, 90 nm thin sections were cut using a diamond knife (Diatome) and transferred to a 200 mesh Cu grid (TAAB Laboratories). Prior to imaging, grids were post-stained with Reynold's lead citrate for 5 min and washed 3 times in ddH_2_O and air-dried overnight. TEM imaging was performed at 120 kV on the FEI Tecnai 12 and images acquired using the Gatan OneView CMOS camera with Digital Micrograph 3.0 software.

### ETC Complex Assays

Cardiac homogenates were prepared using approximately 10 mg of frozen, crushed tissues suspended in 200 μL of ice-cold KME buffer (in mM): 100.0 KCl, 50.0 Mops, 0.5 EGTA (pH 7.4 at room temperature with NaOH). Samples were homogenized by rupturing with a TissueRuptor (Qiagen) over ice and used immediately to measure the activities of mitochondrial complexes.

Complex I activity was measured as the rate of NADH oxidation at 340 nm and 30°C using a spectrophotometer. The assay buffer contained the following (in mM, unless otherwise specified): 25 potassium phosphate (pH 7.2 at room temperature), 5 MgCl_2_, 0.13 NADH (MP Biomedicals, LLP), 3.65 antimycin A (Santa Cruz), 65 μM coenzyme Q1 (Sigma), and 250 mg fatty acid free BSA (Sigma). The reaction was carried out in 1 mL assay buffer supplemented with 20 μL of protein lysate and read for 1 min at 340 nm against a blank containing ddH_2_O. As a negative control, 200 μM of rotenone (Sigma) was added to a new reaction and the inhibited rate measured for 1 min. The activity of Complex I was determined by dividing the gradient of the absorbance change over the extinction coefficient (6810 nmol·min^−1^) and expressed in nmol·min^−1^·mg protein^−1^.

Complex IV activity was measured as the rate of oxidation of cytochrome c^2+^ at 550 nm and 30°C using a spectrophotometer. The assay buffer contained 10 mM potassium phosphate pH 7.0 and 0.5 μM reduced cytochrome c. The reaction was carried out in 1 mL assay buffer supplemented with 5 μL protein lysate and read for 3 min at 550 nm against a blank of assay buffer supplemented by 100 μM potassium ferricyanide. As a negative control, 10 μM of sodium azide was added to a new reaction and the inhibited rate measure for 3 min. The first-order rate constant (*k*) was calculated as previously described (28). Briefly, the natural logarithm was taken for the absorbance at the time points *t* = 0, 60, 120, 180 sec and the difference for each pair of time points determined [t(60)-t(0), t(120)-t(60), t(180)-t(120)]. The average of these differences was taken to be *k* and the activity expressed in *k*·min^−1^·mg protein^−1^.

Reduced cytochrome c^2+^ was prepared in a Visking 7000/1 dialysis tubing hydrated for 30 min in 1 L ddH_2_O supplemented with 20 g sodium carbonate and 0.372 g EDTA at 80°C. A solution of 100 mg of cytochrome c from bovine heart and 10 mg sodium ascorbate dissolved in 10 mL potassium phosphate (0.1 M, pH 7.0 at room temperature) was added to the tubing and dialysed against 1 L of 0.1 M potassium phosphate buffer for 24 hrs at 4°C. The phosphate buffer was exchanged 3 times, every 8 hrs. The redox state of the synthesized reduced cytochrome c was verified by measuring the absorbance spectra between wavelengths of 500 and 600 nM, in the presence or absence of 100 μM potassium ferricyanide (Sigma) and compared against the oxidized cytochrome c.

### Western Blots

Cardiac lysate was prepared from crushed, frozen heart tissue using RIPA buffer supplemented with complete protease inhibitor. For SDS-PAGE, 100 μg of protein lysate was loaded. Membrane was blocked in primary antibody overnight at 4°C, then in HRP-conjugated secondary antibody.

### Antibodies

rb-HIF1α NB100-479 (Novus Biological), rb-COX4-1 NB110-39115 (Novus Biological), ms-COX4-2 H00084701-M01 (Novus Biological), rb-α-tubulin ab4074 (Abcam), rb-H3 ab1791 (Abcam), rb anti-ms MTP1 (FPN) MTP11-A (alpha-Diagnostics Inc.), gt-anti-rb-HRP sc-2030 (Santa Cruz), gt-anti-ms-HRP sc-2031 (Santa Cruz), dk anti-rb AlexaFluor 488 Ab150073 (Abcam).

### Statistics

Data are reported as mean ± SEM. For RNA-seq analysis, the default statistical test for each Bioconductor package was used. For all other assays, two-tail, unpaired student's *t*-test was used to compare iron-deficient group mean with the control group. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001. Number of animals (n) used per experiment is in the figure legend.

## Results

### Iron-Deficient Diet Depletes Iron Stores and Produces Severe Anemia in Mice

Mice were weaned at 3 weeks of age on an iron-deficient diet containing 2–5 ppm iron. Age-matched controls received an iron-adjusted diet (control; 200 ppm iron). Following 6 weeks of dietary intervention, hemoglobin levels, measured from tail-vein blood, was significantly lowered to 57 g/L in response to reduced dietary iron (Figure 1A). For confirmation of iron deficiency, animals were culled following 6 weeks of diet and assessed for body iron reservoirs. Serum ferritin, serum iron and transferrin saturation were reduced by 57, 41, and 65%, respectively, and total serum transferrin was raised by 77% in animals on an iron-deficient diet (Figures 1B–E). Dietary iron restriction also reduced total elemental iron content in the liver by 43% (Figure 1F) but not in the heart, as determined from measurements in isolated cardiomyocytes (Figure 1G). Furthermore, consistent with previously reported response to iron deficiency (29), the hepcidin mRNA, *Hamp*, was significantly reduced and the ferroportin mRNA, *Slc40a1*, was significantly elevated in the livers of iron-deficient mice compared to controls (Figure 1H). In the hearts of iron-deficient mice, *Hamp* expression remained unaltered but *Slc40a1* expression was significantly downregulated at the transcript level (Figure 1I). However, the level of the protein product of Slc40a1 (FPN) was unaltered (Figure 1J). The low blood hemoglobin indicates that animals had developed anemia in addition to iron deficiency, and therefore reduced O_2_ delivery to aerobic tissues, such as the heart.

**Figure 1:**
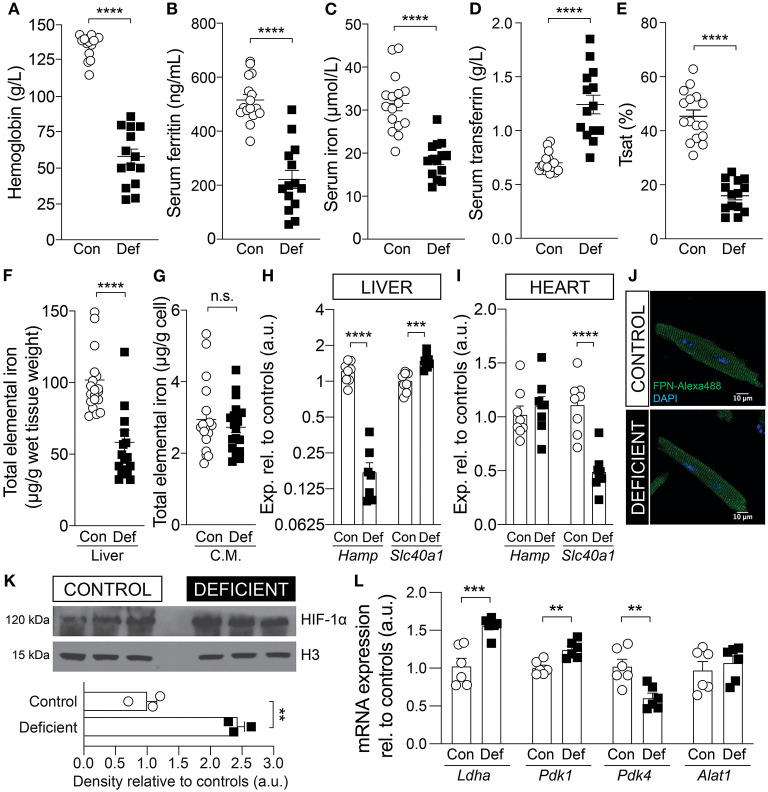
Validation of iron status in mice following 6 weeks of an iron-deficient or control diet. Measurement of **(A)** blood hemoglobin, **(B)** serum ferritin, **(C)** serum iron, **(D)** serum transferrin, and **(E)** calculated transferrin saturation (Tsat). *n* = 14 mice per group. Total elemental iron in **(F)** liver and **(G)** isolated cardiac myocytes (C.M.) measured by ICP-MS. *n* = 20 mice per group. Comparing the mRNA expression level of hepcidin (*Hamp*) and ferroportin (*Slc40a1*) in the **(H)** liver and **(I)** whole heart tissue. *n* = 8 mice per group. **(J)** Immunofluorescence staining for ferroportin (FPN) protein in permeabilized myocytes. Exemplar images shown from *n* = 3 mice per group. **(K)** Immunoblot for HIF-1α protein expression in the hearts of control and iron-deficient mice. Nuclear loading control histone H3. *n* = 3 mice per group. **(L)** mRNA expression of cardiac *Ldha, Pdk1, Pdk4*, and *Alat1*, relative to controls. Control (Con) and Iron-deficient (Def). *n* = 6 mice per group. All values plotted as mean ± sem. *P-*values determined by unpaired, two-tail student's *t*-test. **p < 0.01, ***p < 0.001, ****p < 0.0001; n.s., not significant.

### Iron-Deficiency Anemia Leads to Upregulation of the Hypoxia Inducible Factor HIF-1α

Diminished convective transport of oxygen results in tissue hypoxia (30). Hypoxia affects the activity of the oxygen sensitive PHDs, which regulate the stability of the transcription factor HIF-1α, a key mediator of cellular response to hypoxia. To confirm that IDA affects the heart, the cardiac tissue was assessed for markers of hypoxia. The cardiac lysates of iron-deficient and anemic mice (IDA mice) showed elevated HIF-1α expression (Figure 1H) and upregulated HIF-1α target genes lactate dehydrogenase (*Ldha*) and pyruvate dehydrogenase kinase 1 (*Pdk1*), but not alaminotransferase (*Alat*), a HIF-independent gene (Figure 1I). Pyruvate dehydrogenase kinase 4 *(Pdk4)*, a target of PPARα, which is down-regulated by HIF-1α (31), was down-regulated, further indicative of HIF-1α induction.

PHDs also use iron as a cofactor for enzymatic activity, thus HIF-1α can be induced by iron deficiency independent of oxygen status (32, 33). Evidence for cellular iron deficiency can be obtained from studies of transcripts containing the iron response element (IRE). The mRNA of the transferrin receptor (*Tfrc*) and the divalent metal transporter-1 (DMT1), known as *Slc11a2*, contain an IRE in their 3′ untranslated region and are upregulated in iron deficiency. In the hearts of IDA mice, *Tfrc* expression was significantly upregulated compared to controls (Supplementary Figure 1A), but *Slc11a2* was unchanged (Supplementary Figure 1B). 

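*Tfrc*, on chromosome 16 of mm10 from 32608896 to 32632794, had 272 ± 53.8 CPM in control hearts (SD, n = 10) and 362 ± 51.8 CPM in IDA hearts (SD, n = 10). The log2 fold change was 0.41 (standard error 0.10, adjusted p = 0.00104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 13590 genes). All 10 IDA mice were above the control mean. *Slc11a2*, on chromosome 15 from 100387900 to 100423055, had 92.6 ± 4.44 CPM in control hearts and 95.4 ± 5.03 CPM in IDA hearts, a difference smaller than the spread between mice (log2 fold change 0.04, standard error 0.04, adjusted p = 0.32). Adjusted over the 14 genes that the paper names for the heart, the p-values were 0.000808 and 0.29. The gene length correction moved *Slc11a2* most, to a log2 fold change of 0.40 (adjusted p = 1.3e-06), and gave 0.69 for *Tfrc* (adjusted p = 4.09e-06). A correction for gene length and GC content together, added after the data were examined, moved *Tfrc* most, to 0.92 (adjusted p = 9.3e-07).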

Additionally, total iron content in cardiac cells was not affected in IDA mice (Figure 1G). The lack of coordinated changes in iron-regulated genes and unaltered iron level in isolated cardiomyocytes suggest that the induction of HIF-1α in this mouse model is more likely to be related to impaired oxygen supply due to anemia than to cardiac iron deficiency.

### Iron-Deficiency Anemia Has Profound Effects on Cardiac Gene Expression

Tissue hypoxia can also affect chromatin structure and transcriptional regulation by modulating the activity of the oxygen sensitive histone demethylases KDMs (34, 35). Changes in histone methylation states have been previously observed in hypoxia (36, 37) and in anemia (38). To better understand how iron-deficiency anemia affects gene expression in the heart, the cardiac transcriptome was investigated by RNA-sequencing (RNAseq) of mRNA collected from whole hearts of mice following 6 weeks of iron-deficient or control diet. 

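Messenger RNA from whole hearts of 10 mice on the control diet and 10 iron-deficient and anemic mice (IDA mice) was analysed. The mice were 9 weeks old. The paper excluded a mouse from each group for contamination and did not name it, so all 20 mice are included here. The authors aligned 75-bp paired-end reads to mm10 with STAR, removed PCR duplicates and counted read pairs on the exons of each gene with featureCounts, without regard to strand. They deposited these counts without normalization. Between 6797180 and 8960688 read pairs per mouse were counted on genes in the control group, with a median of 7902932. In the IDA group, the totals lay between 6682177 and 7833916, with a median of 6806177. The paper states a sequencing depth of approximately 240000000 paired-end reads in each of 2 units. All values here rest on the counted read pairs, which came to 149053437 over the 20 mice. Counts were normalized with edgeR's TMM factors, and are given in CPM, scaled to library size. The 13590 genes with at least 1 CPM in at least 10 mice were tested with edgeR's quasi-likelihood test and DESeq2's Wald test, each with diet as the only factor. Log2 fold changes and standard errors are edgeR's, and adjusted p-values follow Benjamini and Hochberg. Sets of genes were compared with all other tested genes by camera in limma, with an inter-gene correlation of 0.01. In a further analysis, a smooth trend of each mouse's log2 values on exonic gene length was removed before testing, which is called the gene length correction.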

Differential expression analysis was performed on genes with adequate expression, corrected for PCR duplicates and normalized to gene size. 

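Principal component analysis of the log2 CPM of the 13590 tested genes placed 52.0% of the variance on the first component and 9.56% on the second. On the first component, control mice had a mean score of -25.4 ± 11.6 (SD, n = 10) and IDA mice 25.4 ± 12.5 (SD, n = 10). The highest control score was -5.77 and the lowest IDA score 3.90, so the groups did not overlap (two-sided permutation test, p = 3e-05). Mean scores on the second component did not differ between the groups (two-sided permutation test, p = 0.94). Their spread was wider in IDA mice, from -30.1 to 18.5, than in control mice, from -6.73 to 5.52. IDA replicates 3, 4 and 5 lay apart from the other IDA mice, at -21.3, -30.1 and -20.7. The loadings of genes on the first component fell with gene length (Spearman's rho = -0.64 across genes, which are not independent replicates). After the correction for gene length, the first component held 41.4% of the variance. Hierarchical clustering on Euclidean distances with Ward's method, divided into 2 clusters, placed the 10 control mice with 2 IDA mice and the other 8 IDA mice apart. Complete linkage also misplaced 2 mice, and average linkage placed 0 mice in the cluster of the other diet.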

Principle component analysis (Figure 2A) and the cluster dendrogram (Figure 2B) demonstrate a clear demarcation in gene expression pattern between IDA and control groups.

**Figure 2:**
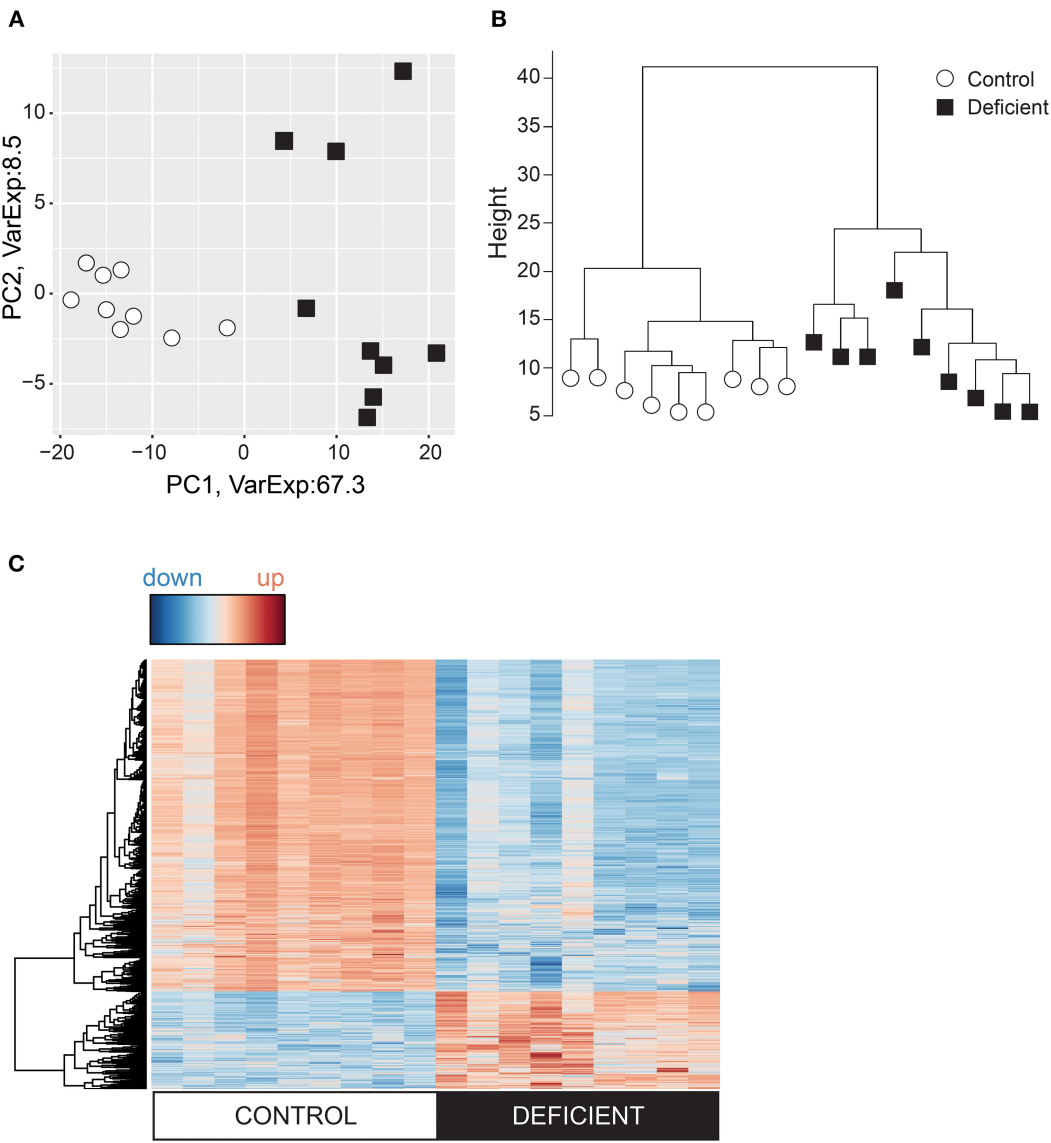
Analysis of the cardiac transcriptome using RNA-sequencing. Variation in the cardiac genes expression visualized in **(A)** Principal component analysis (PCA) and **(B)** Cluster dendrogram. **(C)** Heat map of differentially expressed genes where red = upregulated and blue = downregulated. *n* = 9 mice per group.

Differential gene expression analysis was carried out using EdgeR and DESeq2 packages and genes were considered to be differentially regulated if both packages identified these to have a *p* < 0.01 between IDA and control groups. 

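With p below 0.01 in both edgeR and DESeq2, 8131 of the 13590 tested genes (59.8%) differed between IDA and control mice. Of these, 4158 were higher and 3973 (48.9%) lower in IDA. With a Benjamini-Hochberg adjusted p below 0.05, edgeR called 9177 genes and DESeq2 9175. The median absolute log2 fold change of the 8131 genes was 0.38, with a median of 0.32 among higher and -0.49 among lower genes. A minimum change of 2-fold, chosen after the values were seen, moved the count most and left 482 genes, of which 82.4% were lower. Fold changes fell with gene length. Among the tenth of genes with the shortest exons (median 881 bp), the median log2 fold change was 0.34, and among the tenth with the longest exons (median 7761 bp) it was -0.53. Once the length trend was removed, 6423 genes had p below 0.01 in both packages, and 42.9% of them were lower in IDA. Of these genes, 4974 were among the 8131, and 340 of the 4974 changed in the opposite direction.

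**Figure D1:**
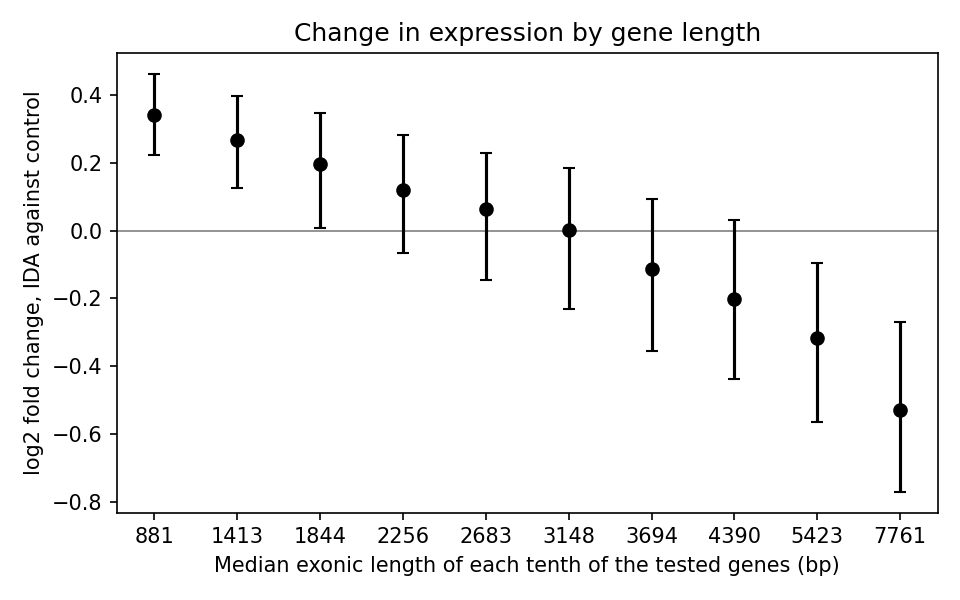
Log2 fold change between IDA and control mice for the 13590 tested genes, divided into 10 groups of equal size by exonic length (bp on the horizontal axis). Points are medians and bars run from the lower to the upper quartile. The median falls from 0.34 in the shortest genes to -0.53 in the longest.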

According to these criteria, 1,569 differentially expressed (DE) genes were identified, of which 78% were downregulated in the IDA group (Figure 2C).

### Analysis of Differentially Expressed Genes: Gene Ontology and Pathway Analysis

To investigate the biological processes affected by IDA, Gene Ontology (GO) enrichment analysis was performed on DE genes using the topGo Bioconductor package (39). Enriched GO terms were compiled in terms of *Cellular Component* and *Biological Process*. 

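Members of gene families, listed by symbol before the data were examined, were counted among the genes with p below 0.01 in both packages and compared with all 13590 tested genes by a one-sided Fisher's exact test. The members of the GO terms were not analysed here. For the mitochondria, 67 of 81 nuclear-encoded subunits of oxidative phosphorylation (OXPHOS) were among the genes higher in IDA, against 30.6% of tested genes (odds ratio 11.0, adjusted p = 5.65e-21). For the mitochondrial ribosome, 70 of 76 proteins were higher (odds ratio 26.9, adjusted p = 8.12e-28). Among cytosolic ribosomal proteins, 70 of 82 were higher (odds ratio 13.4, adjusted p = 2.40e-23). Among ion channels, 35 of 88 were lower, against 29.2% of tested genes (odds ratio 1.60, adjusted p = 0.0745). These families also differ in gene length, with a median exonic length of 679 bp for OXPHOS subunits and 4298.5 bp for ion channels. Compared with random genes of matched expression and length, the share of cytosolic ribosomal proteins among higher genes was larger by 18.6 percentage points and that of mitochondrial ribosomal proteins by 12.6 (adjusted p = 0.0306 for each, 1000 random sets). By the same comparison, the share of OXPHOS subunits among higher genes differed by -1.43 percentage points and that of ion channels among lower genes by -2.21.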

Cellular Components most affected by IDA included components of the mitochondria (GO:0005739, GO:0044429, GO:0005740, GO:0031966, GO:0005743, GO:0044455), the ribosome (GO:0005840, GO:0044391, GO:0030529) (Figure 3A), ion channels (GO:0034702, GO:0034703), and nuclear compartment (GO:0000228, GO0044454) (Figure 3B). 

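Genes of coagulation and platelets, a family related to the response to wounding, were enriched among genes higher in IDA, with 20 of 35 members (one-sided Fisher's exact test, odds ratio 3.03, adjusted p = 0.00505). The larger Reactome set of hemostasis was not enriched, with 100 of 349 members higher (odds ratio 0.91) and 104 lower (odds ratio 1.03). Of 50 leukocyte genes, 23 were higher, which did not pass the threshold after adjustment (odds ratio 1.94, adjusted p = 0.0594). By camera, leukocyte genes were higher than other genes by a mean log2 fold change of 0.33 (adjusted p = 0.0158). With the gene length correction, that difference was 0.20 (adjusted p = 0.44). The Reactome set of the innate immune system had 107 of 389 members among higher genes and 132 among lower genes, and neither share passed the threshold. For transcription, 149 of 321 zinc-finger (Zfp) genes were lower in IDA (odds ratio 2.14, adjusted p = 3.57e-10). With the gene length correction, their mean log2 fold change differed from that of other genes by -0.13 (camera adjusted p = 0.0263). Their share among lower genes was larger than in the matched random sets by 9.03 percentage points (adjusted p = 0.0306). In the Reactome set of generic transcription, 58 of 160 members were lower (odds ratio 1.38, adjusted p = 0.0988). No family for protein modification was tested.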

Enriched Biological Processes related to stress (GO:0009611, GO: 0032101), immunity (GO:002376, GO:0002521, GO:0050900) (Figure 3C), transcriptional processes (GO:0006355, GO:0006351), macromolecule biosynthetic processes (GO:2001141, GO:0032774), and protein modification processes (GO:0006464, GO:0036211) (Figure 3D).

**Figure 3:**
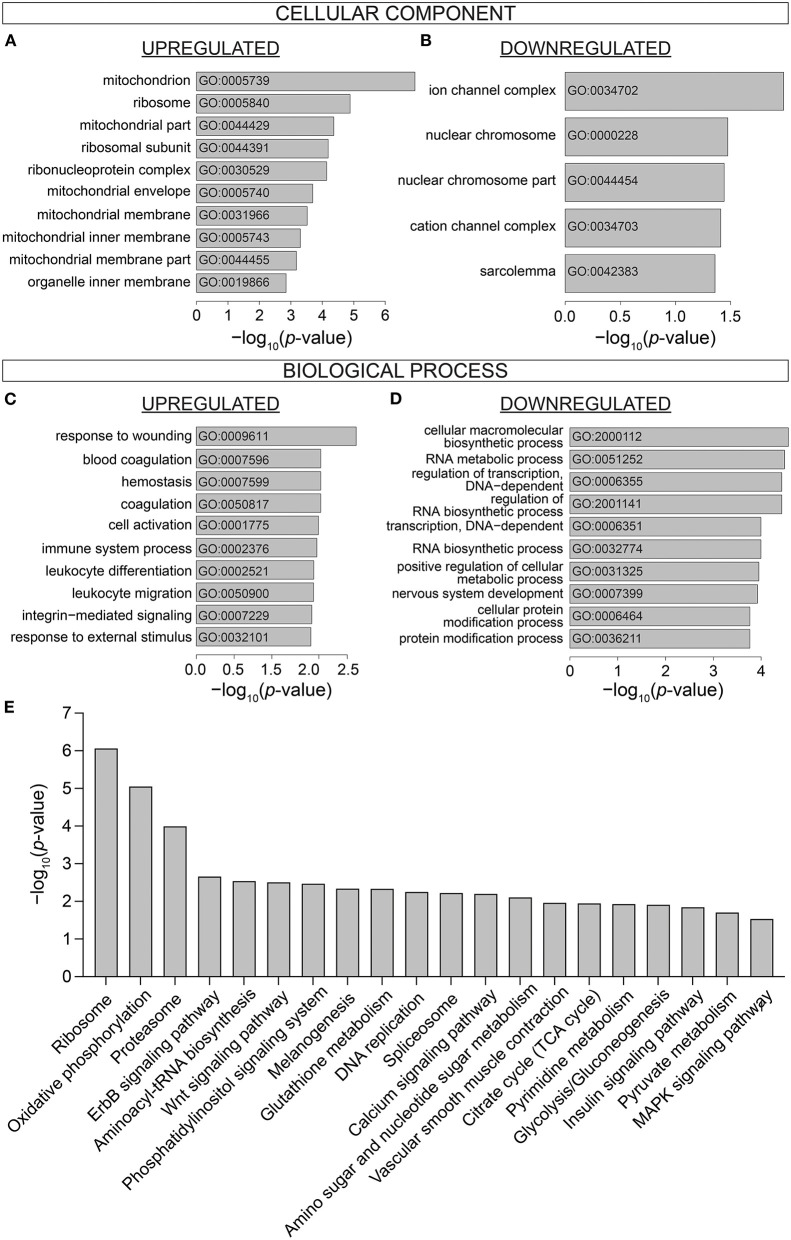
Gene Ontology and Pathway analysis of differentially expressed genes. Gene Ontology enrichment of **(A)** Upregulated and **(B)** Downregulated Cellular Component, **(C)** Upregulated and **(D)** Downregulated Biological Process. **(E)** KEGG Pathway analysis showing the top 20 most significantly differentially affected pathways in iron-deficiency anemia. *n* = 9 mice per group.

DE genes were further analyzed in terms of differentially regulated pathways. KEGG pathways were identified by Generally Applicable Gene Set Enrichment (GAGE) (Figure 3E). 

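In each set, the mean log2 fold change of the members was compared with that of all other tested genes. Cytosolic ribosomal proteins were higher in IDA by 0.37 (82 genes, camera p = 1.36e-09, adjusted p = 1.66e-08). The proteasome was higher by 0.28 (45 genes, p = 1.54e-08), aminoacyl-tRNA synthetases by 0.20 (37 genes, p = 0.000207), DNA replication genes by 0.20 (35 genes, p = 0.0129) and core spliceosome genes by 0.19 (70 genes, p = 0.000208). The mean of each of these sets was above the control mean in 10 of 10 IDA mice. After removal of the length trend, the difference was -0.003 for cytosolic ribosomal proteins (p = 0.28), 0.02 for the proteasome (p = 0.51), 0.08 for DNA replication (p = 0.20), 0.07 for the spliceosome (adjusted p = 0.15) and 0.19 for aminoacyl-tRNA synthetases (p = 1.28e-05). Amino sugar and nucleotide sugar metabolism was not tested. In all, 46 sets were tested, of which 22 were higher and 5 lower at an adjusted p below 0.05. Corrected for gene length, 4 were higher and 6 lower.

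**Figure D2:**
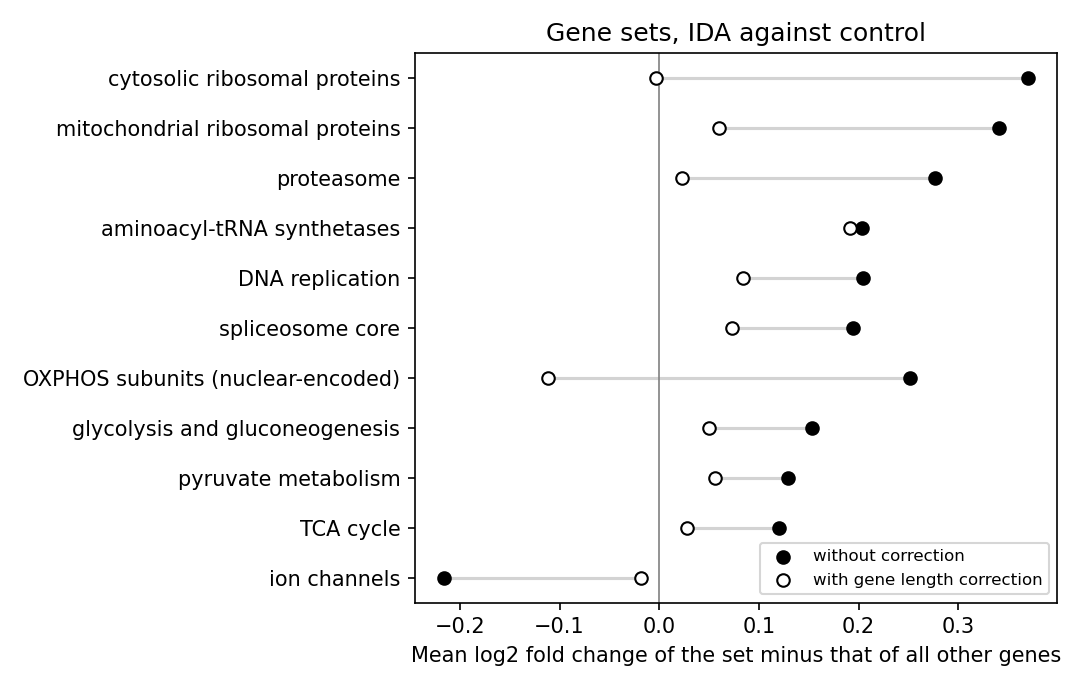
Mean log2 fold change between IDA and control mice of 11 gene sets minus that of all other tested genes, on the horizontal axis. Filled points are without and open points with the gene length correction. The filled point of cytosolic ribosomal proteins lies at 0.37 and the open point at -0.003.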

Top differentially regulated pathways included various processes associated with genomic and proteomic regulation and synthesis (Ribosome, mmu03010; Proteasome, mmu03050; Aminoacyl-tRNA biosynthesis, mmu00970; DNA replication mmu03030; Splicesome, mmu03040; Amino sugar and nucleotide sugar metabolism, mmu00520). 

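For signaling, Reactome sets were used in place of the KEGG pathways, whose members were not analysed here. Signaling by ERBB2 was lower in IDA, with a mean log2 fold change below that of other genes (difference -0.13, 121 genes, camera adjusted p = 0.0307). Phosphatidylinositol metabolism was also lower (difference -0.21, 47 genes, adjusted p = 0.003). Wnt signaling had a difference of -0.13 (144 genes, adjusted p = 0.0518). Insulin signaling (difference -0.05, 88 genes, adjusted p = 0.56) and the RAF/MAP kinase cascade (difference 0.13, 10 genes, adjusted p = 0.43) did not pass the threshold. Under the gene length correction, none of these 5 sets passed it, and their adjusted p-values lay between 0.215 and 0.968.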

Signaling pathways were also differentially regulated in the hearts of IDA mice (ErbB, mmu04012; Wnt, mmu04310; Phosphatidylinositol, mmu04070; MAPK, mmu04010; Insulin, mmu04910). 

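Vascular smooth muscle contraction, a family of 72 genes, had a mean log2 fold change below that of other genes (difference -0.15, camera p = 0.0493, adjusted p = 0.0756). With the gene length correction the difference was -0.02 (adjusted p = 0.97). The Reactome set of smooth muscle contraction (25 genes) differed in the other direction, by 0.12 (adjusted p = 0.27). Calcium signaling had no set of its own in the analysis.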

Processes related to cardiac contractile function (Calcium signaling pathway, mmu04020; vascular smooth muscle contraction, mu04270) were also differentially affected in IDA.

### Iron-Deficiency Anemia Affects Metabolic Pathways in the Heart

Notably, numerous processes that regulate cardiac metabolism and energetics were highly enriched in IDA mice. The most affected Cellular Components were the mitochondria (Figure 3A). 

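Mitochondrial ribosomal proteins were higher in IDA than other genes by a mean log2 fold change of 0.34 (76 genes, camera p = 4.18e-16, adjusted p = 1.8e-14), the smallest p-value of the 46 sets. The Reactome set of mitochondrial translation was higher by 0.33 (87 genes, p = 7.85e-16). After the correction for gene length, these differences were 0.06 (adjusted p = 0.31) and 0.07 (adjusted p = 0.16). The counts hold no gene of the mitochondrial genome among the tested genes.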

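The 81 nuclear-encoded OXPHOS subunits were higher in IDA than other genes by a mean log2 fold change of 0.25 (camera p = 1.57e-08, adjusted p = 1.2e-07), and 81 of 81 had a positive log2 fold change. Their median log2 fold change was 0.19. Once the length trend was removed, the direction reversed to a difference of -0.11 (p = 3.99e-06), and 1 of 10 IDA mice had a mean above the control mean. The range of these genes is limited, since 51 of the 81 had a mean of at least 1 read pair per exonic base after duplicate removal, and the highest value of any gene of at least 200 bp was between 2.06 and 2.39 in each mouse. Glycolysis and gluconeogenesis was higher by 0.15 (38 genes, adjusted p = 0.0153) and pyruvate metabolism by 0.13 (38 genes, adjusted p = 0.0451). The TCA cycle was higher by 0.12, which did not pass the threshold (29 genes, p = 0.0771, adjusted p = 0.11). After removal of the length trend, the differences were 0.05, 0.06 and 0.03, and none of these 3 sets passed the threshold. Without that removal, the Reactome sets of glycolysis (difference 0.11, adjusted p = 0.0639) and pyruvate metabolism (0.03, adjusted p = 0.56) did not pass it either. By one-sided Fisher's exact test, the families of glycolysis and of pyruvate metabolism were not enriched among higher genes (adjusted p = 0.0745 and 0.62).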

Pathways such as Oxidative phosphorylation (mmu00190), Glycolysis/gluconeogenesis (mmu00010), Pyruvate metabolism (mmu00620), and Citrate cycle (TCA cycle; mmu00020) (Figure 3E) were also among those that were most differentially affected in IDA. 

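Complex I subunits were higher in IDA than other genes by a mean log2 fold change of 0.25 (35 genes, camera adjusted p = 5.08e-05), Complex III subunits by 0.22 (9 genes, adjusted p = 0.0431), Complex IV subunits by 0.28 (16 genes, adjusted p = 0.00199) and Complex V subunits by 0.26 (17 genes, adjusted p = 0.00598). Complex II had fewer than 5 tested genes and was not tested. Log2 fold changes of the 81 subunits ran from 0.01 to 0.73. Corrected for gene length, the differences of Complexes I, III, IV and V were -0.11, -0.13, -0.13 and -0.10.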

The individual components within the metabolic pathway affected in IDA are visualized in the pathway diagram shown in Supplementary Figure 2.

### Iron-Deficiency Anemia Affects Cardiac Complexes I and IV of Electron Transport Chain

Alterations in metabolic pathways are a common signature in heart disease (40–42). In the case of hypoxia, it is well-established that insufficient oxygen supply prompts genetic and cellular reprogramming that actively lowers mitochondrial oxidative phosphorylation (OXPHOS) and instead promotes glycolysis as an alternative pathway for ATP production (43, 44). To determine whether the genetically altered metabolic pathways, identified by RNA-seq, were also altered at the functional level, the metabolic state of iron-deficient and anemic mice was further investigated both *in vitro* and *in vivo*.

First, to explore whether iron-deficiency anemia affects cardiac OXPHOS, the activities of the electron transport chain (ETC) complexes were measured in cardiac lysates obtained from hearts of IDA and control animals (Figure 4A). The activity of Complex I was significantly reduced by 45% in the hearts of IDA mice [control: 692.1 ± 33.1 vs. IDA: 376.9 ± 28.53 (nmol/min/mg protein); *p* < 0.0001]. Previously, it had been reported that reduction of Complex I activity in hypoxia is mediated by up-regulation of the gene encoding NADH dehydrogenase 1 alpha subcomplex, 4-like 2 (*Ndufa4l2*), which downregulates oxygen consumption (45). 

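*Ndufa4l2*, on chromosome 10 of mm10 from 127514939 to 127517156, had 44.7 ± 4.27 CPM in control hearts (SD, n = 10) and 67.6 ± 5.36 CPM in IDA hearts (SD, n = 10). The log2 fold change was 0.60 (standard error 0.06, adjusted p = 1.65e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The highest control value was 51.1 CPM and the lowest IDA value 59.2 CPM. Under the gene length correction, the log2 fold change was 0.30 (adjusted p = 6.58e-06). A correction for gene length and GC content together, added after the data were examined, moved it most, to 0.04 (adjusted p = 0.41). Exons of the gene overlap those of *Shmt2* on the reference, and the counting did not use strand. From an earlier report that this gene mediates the loss of Complex I activity in hypoxia, the paper relates its upregulation to the lower Complex I activity in Fig. 4A.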

In the hearts of IDA mice, *Ndufa4l2* was significantly upregulated relative to expression levels in control hearts (Figure 4C).

**Figure 4:**
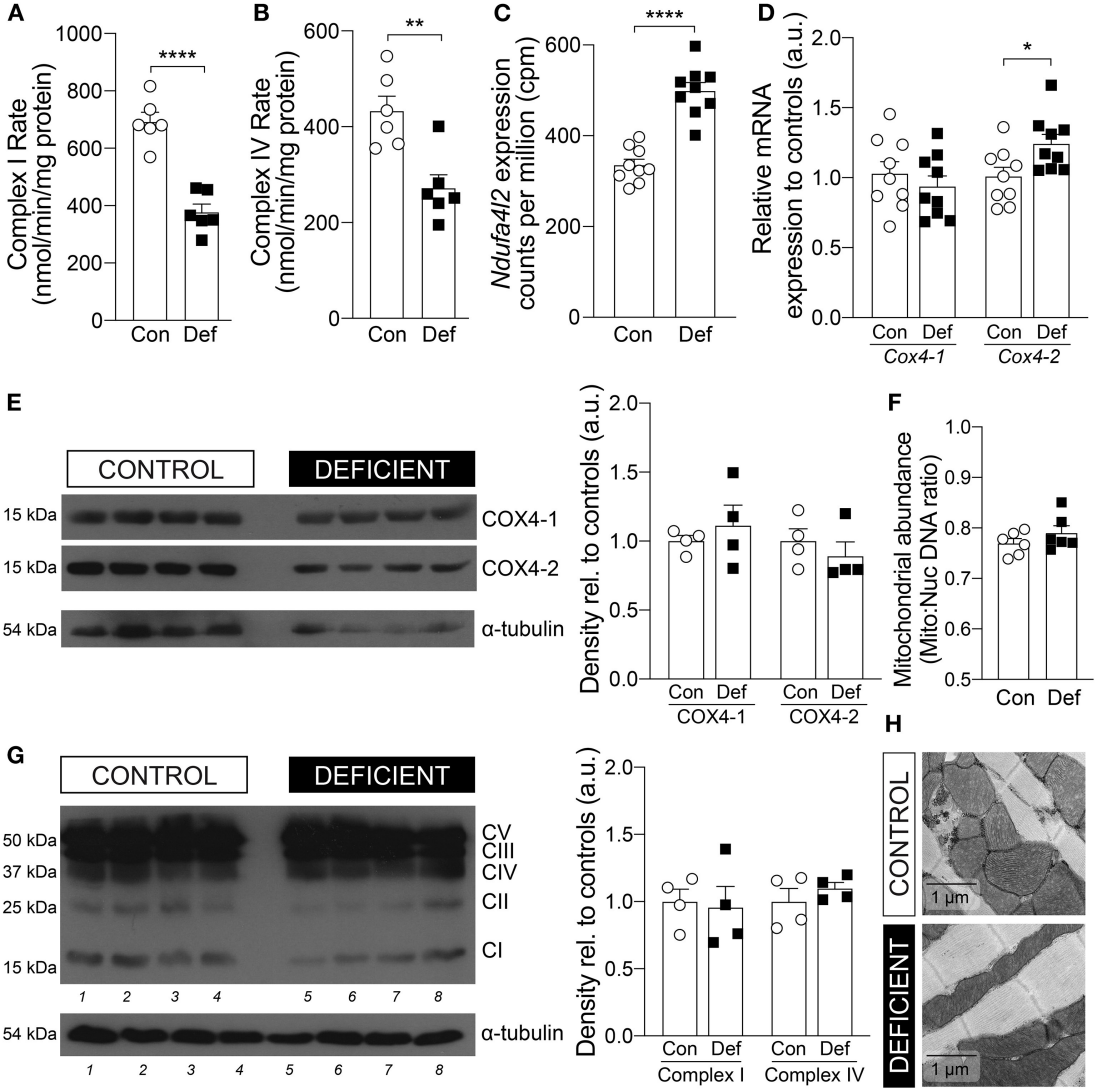
Cardiac mitochondrial OXPHOS activity and expression. Enzymatic activities of **(A)** Complex I and **(B)** Complex IV in hearts from mice on a control (Con) or iron-deficient (Def) diet. *n* = 6 mice per group. **(C)** mRNA expression level of *Ndufa4l2* measured by RNA-seq. *n* = 9 mice per group. **(D)** mRNA expression level of *Cox4-1* and *Cox4-2*. *n* = 9 mice per group. **(E)** Immunoblot of COX4-1 and COX4-2 protein expression in the heart and calculated density, normalized to α-tubulin loading control and relative to controls. *n* = 4 mice per group. **(F)** Mitochondrial abundance measured by comparing mitochondrial (mito) DNA to nuclear (nuc) DNA. *n* = 6 mice per group. **(G)** Protein expression of OXPHOS complexes and calculated density of Complex I and Complex IV, normalized to α-tubulin loading control and relative to controls. *n* = 4 mice per group. **(H)** Representative EM micrographs of cardiomyocytes from mice on a control or iron-deficient diet. Scale bar = 1 μm. All values plotted as mean ± sem. *P* values determined by unpaired, two-tail student's *t*-test. *p < 0.05, **p < 0.01, ****p < 0.0001.

Mitochondrial respiration is also regulated by additional mechanisms that maximize respiratory efficiency under conditions of reduced oxygen availability. Complex IV of the ETC is typically considered the mitochondrial oxygen sensing complex due to its high affinity for oxygen and its activity is reduced in hypoxia (44, 46). In the hearts of IDA mice, the rate of cardiac Complex IV activity was significantly decreased by 37% [control: 432.6 ± 31.2 vs. IDA: 271.6 ± 28.4 (nmol/min/mg protein); *p* = 0.0034; Figure 4B]. A component of Complex IV, Cytochrome *c* oxidase subunit 4 (COX4), which exists in two isoforms, is responsive to hypoxia. Whereas, isoform 1 of COX4 (COX4-1) is ubiquitously expressed, isoform 2 (COX4-2) has been shown to be a target of HIF-1α and overexpressed in conditions of low oxygen (47, 48). COX4-2 is suggested to increase COX activity under hypoxic conditions and represents mitochondrial remodeling that optimizes the efficiency of respiration when oxygen supply is low (49). In the hearts from IDA mice, there was a significant 20% increase in the mRNA expression of *Cox4-2* and a 36% increase in *Cox4-2* to *Cox4-1* mRNA ratio compared to controls (Figure 4D). However, at the protein level, the COX4-2 to COX4-1 ratio was not significantly different (Figure 4E).

The reduction in the activities of Complex I and Complex IV were not a result of changes in protein abundance of Complex I and Complex IV (Figure 4F), in mitochondrial number (Figure 4G), nor mitochondrial morphology (Figure 4H).

### Iron-Deficiency Anemia Decreases PDH Flux and Enhances Glycolysis

Impairment of oxidative metabolism is known to drive glycolysis as an alternative route of energy production (50, 51). Since OXPHOS was found to be impaired in the hearts of IDA mice, it is possible that metabolism is shifted toward glycolysis in these animals. To determine whether hearts of IDA mice manifested a shift from aerobic respiration to glycolysis, the cardiac metabolic state was investigated *in vivo* by following the metabolism of [1-^13^C]pyruvate using dynamic nuclear polarization (DNP)-hyperpolarized magnetic resonance spectroscopy (MRS). Pyruvate, the end-product of glycolysis, can be metabolized to either acetyl-CoA, lactate, or alanine (Figure 5A). Under aerobic conditions, pyruvate is decarboxylated into acetyl-CoA by the enzyme pyruvate dehydrogenase (PDH). CO_2_, the by-product of this process, is hydrated to bicarbonate. Because ^13^CO_2_ spectra are technically difficult to visualize, the rate of incorporation of ^13^C to bicarbonate is used to assess the flux through PDH (52). Under glycolytic conditions, pyruvate is preferentially converted to lactate by lactate dehydrogenase (53).

**Figure 5:**
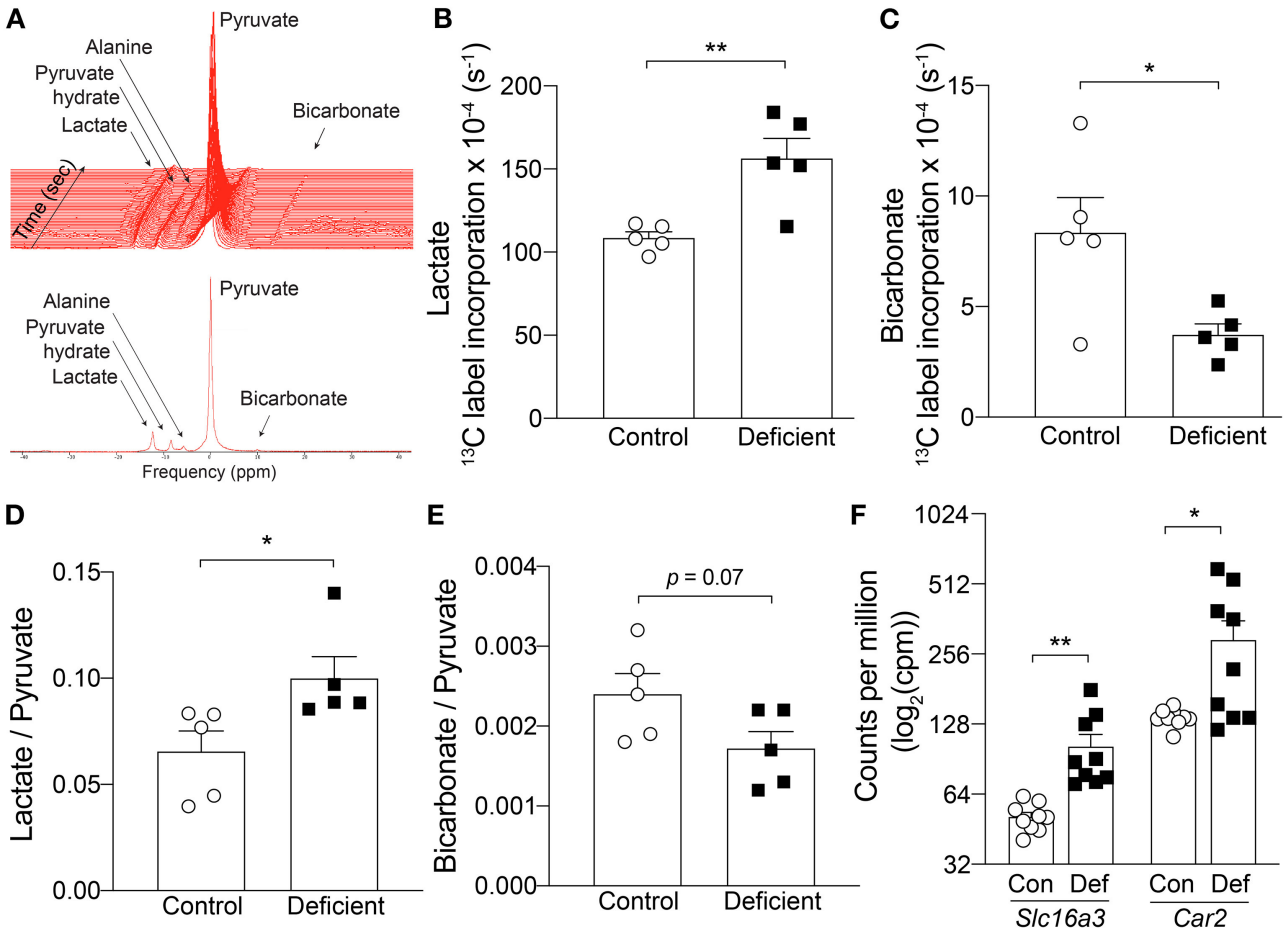
*In vivo* hyperpolarized [1-^13^C]pyruvate magnetic resonance spectroscopy in the heart. **(A)** Example spectra in a control mouse. Top, time course acquisition. Every line represents 1 sec. Bottom, Summed spectrum of 30 individual spectrum. ^13^C label incorporation kinetics into **(B)** Lactate and **(C)** Bicarbonate. *n* = 5 mice per group. **(D)** Lactate to pyruvate ratio, **(E)** Bicarbonate to pyruvate ratio. *n* = 5 mice per group. **(F)** mRNA expression level of *Slc16a3* and *Car2* measured by RNA-seq. *n* = 9 mice per group. Con, control; Def, Iron-deficient. All values plotted as mean ± sem. *P-*values determined by unpaired, two-tail student's *t*-test. *p < 0.05, **p < 0.01.

Two different methods were used to assess *in vivo* pyruvate metabolism from the hyperpolarized MRS data. First, the kinetics of ^13^C incorporation from pyruvate to lactate and bicarbonate was determined by fitting an average time course to the peak areas of each of the metabolites and normalizing to the corresponding pyruvate signal intensity to account for any differences in initial polarization level between experiments (Figures 5B,C). In control animals, the rate of ^13^C label transfer to lactate and bicarbonate was 108.6 ± 3.6 (× 10^−4^) s^−1^ and 8.34 ± 1.6 (× 10^−4^) s^−1^, respectively. IDA led to a significant 44% increase in ^13^C labeling of lactate [156.5 ± 12.1 (× 10^−4^) s^−1^; *p* = 0.005] and significant 55% decrease in ^13^C transfer to bicarbonate [3.74 ± 0.48 (× 10^−4^) s^−1^; *p* = 0.02]. This result demonstrates an increase in lactate flux associated with IDA.

In a second approach, the averaged maximum peak area of each metabolite over 30 sec of acquisition from the first appearance of pyruvate (30 individual spectra) were summed and normalized to the summed, peak area of pyruvate. This represents the ratio of total ^13^C incorporation to either lactate or bicarbonate relative to the amount of polarized pyruvate delivered in each particular experiment. Compared to controls, in IDA mice, the lactate to pyruvate ratio was significantly increased by 51% (control: 0.066 ± 0.02 vs. IDA: 0.100 ± 0.01; *p* = 0.03) and bicarbonate to pyruvate ratio was decreased by 30% (control: 0.0024 ± 0.0003 vs. IDA: 0.0017 ± 0.0002; *p* = 0.07; Figures 5D,E). Taken together, the kinetic and summed data indicate an increase in lactic acid production and decrease in PDH flux in the heart of IDA mice.

The significant changes in pyruvate metabolism to lactate and bicarbonate could be attributable to changes in the key metabolic enzymes that catalyze the respective reactions. Shown in Figure 1L, the mRNA levels of the enzyme lactate dehydrogenase A (*Ldha*) was significantly increased in the hearts of IDA mice compared to controls. Similarly, the expression of the cardiac pyruvate dehydrogenase kinase 1 (*Pdk1*), which inhibits PDH, was significantly upregulated in IDA.

An increase in lactate production would require increased efflux of lactate and H^+^ to facilitate the venting of lactic acid and prevent intracellular acidification. Lactate transport is mediated by monocarboxylate transporters (MCTs), of which MCT4 is a target of HIF-1α and its expression is canonically induced by hypoxia (54). 

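*Slc16a3*, on chromosome 11 of mm10 from 120948484 to 120959000, had 6.96 ± 0.919 CPM in control hearts (SD, n = 10) and 13.3 ± 4.87 CPM in IDA hearts (SD, n = 10). The log2 fold change was 0.94 (standard error 0.16, adjusted p = 2.29e-05 from edgeR's quasi-likelihood test). Every IDA mouse, at 9.35 CPM or more, was above every control mouse, at 8.36 CPM or less. IDA replicates 3, 4 and 5 had 17.0, 23.7 and 18.7 CPM, and the other IDA mice had 9.35 to 12.3 CPM. The size of the rise thus rests in part on replicates 3, 4 and 5. These values rest on a mean of 53.7 read pairs per control mouse and 98.5 per IDA mouse. With log2 library size as a covariate, the alternative that moved it most, the log2 fold change was 1.21, and with the mean of erythroid marker genes as a covariate it was 0.70 (adjusted p = 0.0123).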

In the hearts of IDA mice, mRNA levels of the MCT4 gene (*Slc16a3*) were overexpressed compared to controls (Figure 5F). 

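*Car2*, on chromosome 3 of mm10 from 14886426 to 14900770, had 18.3 ± 1.52 CPM in control hearts (SD, n = 10) and 42.8 ± 26.5 CPM in IDA hearts (SD, n = 10). The log2 fold change was 1.23 (standard error 0.27, adjusted p = 0.000338 from edgeR's quasi-likelihood test). IDA mice ranged from 16.5 to 93.7 CPM, and 8 of 10 were above the control mean. Among IDA mice, *Car2* followed the mean log2 CPM of 11 erythroid marker genes (Pearson's r = 0.98, permutation p = 3e-05, adjusted p = 0.0003 over 10 relations, Spearman's rho = 0.94, permutation p = 0.00026). Without the 2 mice farthest from the median of the marker mean, r was 0.98. The marker mean of the IDA mice has a gap between 4.59 and 5.09, chosen after the values were seen. Among the 6 mice above that gap, r was 0.95 (exact permutation test, p = 0.00417) and rho 0.94 (exact permutation test, p = 0.0167), and the 4 mice below it are too few to test. Among control mice, r was -0.15 (permutation p = 0.65) and rho -0.26 (permutation p = 0.47). With the marker mean as a covariate, the log2 fold change of *Car2* was -0.31 (adjusted p = 0.0863).

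**Figure D3:**
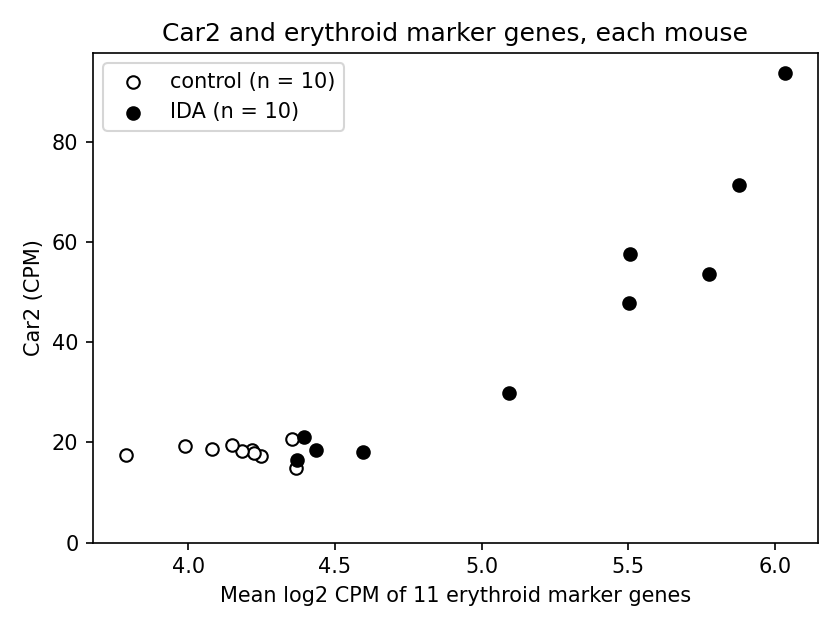
Normalized *Car2* expression (CPM) against the mean log2 CPM of 11 erythroid marker genes in each of 10 control (open points) and 10 IDA (filled points) mice. Control mice lie between 15.0 and 20.6 CPM, and IDA mice reach 93.7 CPM.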

The gene expression of carbonic anhydrase 2 (*Car2*), which catalyzes the reversible hydration of CO_2_ and is thought to augment the transport activity of MCT4 (55), was also significantly upregulated in IDA (Figure 5F).

## Discussion

The present study is the first *in vivo* demonstration of the effects of iron-deficiency anemia on cardiac energetics. Its most important finding is that IDA engenders a hypoxia-like glycolytic shift in cardiac metabolism. This finding is of significance because it describes a direct mechanism that can explain at least part of the detrimental consequences of IDA in heart failure patients. Until now, many of the detrimental effects of anemia in heart failure have been attributed to systemic effects, such as those affecting renal function, vascular resistance, and blood pressure (56), as well as on exercise capacity and skeletal muscle energetics (57).

It is known that under hypoxic conditions, numerous changes occur to the OXPHOS machinery, many of which are mediated by HIF-α. Activation of HIF-1α induces expression of PDK1 (43, 58), which inhibits PDH, thereby limiting substrate availability for the citrate (TCA) cycle. HIF-α can also alter the composition of Complex IV, by increasing the degradation of COX4-1, which optimizes the Complex's activity under aerobic conditions and increasing the expression of COX4-2 isoform, which optimizes its activity under hypoxic conditions (45, 59).

In the mouse model used in this study, 6 weeks of restriction of dietary iron resulted not only in systemic iron deficiency (Figures 1A–F,I) but also in cardiac hypoxia evidenced by the induction of HIF-1α expression (Figure 1L). Iron deficiency, independent of anemia, could also raise a HIF-α mediated hypoxic response (32, 60). However, evidence for a change in cardiac iron metabolism was not apparent in IDA. Whereas, the expression of cardiac *Tfrc* was significantly increased in IDA, the mRNA that encodes for DMT1 (*Slc11a2*) was not affected (Supplementary Figure 1). In addition, the FPN gene *Slc40a1* expression was downregulated in the hearts of IDA mice, as would be expected in iron deficiency, but the expression of the hepcidin gene *Hamp* was unaffected (Figure 1I). The lack of a coordinated hepcidin/FPN response to minimize iron extrusion from the cardiac tissue suggests that cellular iron availability in the heart remains unaltered, despite the systemic iron deficiency. In support of this assertion, the protein expression and localization of FPN was unaffected by IDA (Figure 1J) and cardiac iron content in IDA mice remained unchanged [Figure 1G, (38)]. Therefore, although a redistribution of iron from labile and stored iron pool within the cardiac tissue cannot be completely excluded, the HIF-1α induction observed in the hearts of IDA mice is more likely to be a consequence of tissue hypoxia secondary to anemia than from iron deficiency in the cardiac tissue.

Consistent with a metabolic phenotype in hypoxia, hearts of IDA mice exhibited a switch from aerobic OXPHOS to glycolytic metabolism. Specifically, the activities of Complexes I and IV of the ETC were significantly reduced (Figures 4A,B), a metabolic remodeling aimed at lowering mitochondrial oxygen consumption. The decrease in Complex I activity was accompanied by a significant increase in the expression of the Complex I component *Ndufa4l2* (Figure 4C), recently shown to be a target of HIF-1α and an inhibitor of Complex I (45, 61). Furthermore, the expression of *Cox4-2* transcript was significantly induced in the hearts of anemic mice (Figure 4D) but at the protein level, COX4-2 expression was not significantly different to controls (Figure 4E). This may be due to a delay in changes at the transcript level to be reflected at the protein level, and may explain the reduction in the enzymatic activity of Complex IV in IDA (Figure 4B).

Metabolic remodeling in anemia was further observed *in vivo* using hyperpolarized [1-^13^C]pyruvate MRS imaging. Along with the reduction in OXPHOS activity, the hearts of anemic mice exhibited significant reduction in PDH flux (Figures 5B,E) accompanied by an increase in *Pdk1* expression (Figure 1L). Instead, production of lactate was significantly increased (Figures 5A,D), along with a significant increase in the expression of *Ldha* (Figure 1L). These physiological changes in cardiac metabolism were consistent with alterations observed at the transcriptomic level. IDA resulted in significant changes to components of the mitochondria (Figure 3A) and affected the cardiac metabolic pathways *Oxidative phosphorylation, Pyruvate metabolism*, and *Glucose metabolism* (Figure 3E).

A shift toward a glycolytic phenotype would require increased efflux of lactic acid to prevent H^+^ accumulation and acidification of pH_i_. The mRNA expression of the lactate transporter MCT4 and its facilitator CA2 were significantly increased in the hearts of IDA mice. Despite these changes, resting pH_i_ of cardiomyocytes from IDA mice was found to be significantly reduced, as a result of decreased activity of the Na^+^/H^+^ exchanger-1 (NHE1), a major acid extruder in cardiomyocytes (62). A reduction in pH_i_ would affect cardiac contractility, which, in IDA mice, has been previously shown (38).

### Iron-Deficiency Anemia Induces Stress Response in the Heart

Metabolic remodeling was not the only gene expression signature of anemic hearts. Remarkably, IDA resulted in considerable global alterations to the cardiac transcriptome, with no overlapping gene signature with control hearts (Figures 2A,B) and over 1,500 differentially expressed genes (Figure 2C). One of the most affected pathways in IDA was that related to *stress response* (Figure 3). Adaptation to stress involves an extensive reorganization of gene expression and is achieved, in part, by regulation of mRNA biogenesis and mRNA fate (63). It is also well-known that both DNA replication and protein synthesis are significantly affected under hypoxic conditions (64). In the hearts obtained from IDA mice, which showed signs of hypoxia (Figures 1K,L), *Ribosome, DNA replication*, and *Proteosome* were among the most differentially regulated pathways (Figure 3E). Also, processes involved in transcription, various RNA-dependent processes, and nuclear chromosome were among the most enriched GO terms (Figures 3B,D). Nucleosome remodeling is considered an important component in stress-induced changes to gene expression, as it allows the transcription machinery access to stress-responsive genes (63).

Another mechanism of stress response involves modulation of cellular function via signal transduction (63). Among the most differentially affected signaling pathways were Phosphatidylinositol signaling, ErbB signaling, Wnt signaling, MAPK signaling in the hearts of IDA mice. Although the exact physiological consequences of these changes require further studies, gene expression changes constitute a major part of the physiological response to stress, and taken together, this pattern of differential gene enrichment is consistent with an adaptive stress response.

### Iron-Deficiency Anemia Affects Cardiac Contraction Pathway

Interestingly, Gene Ontology analysis also resulted in enrichment of the cellular components *ion channel complex, sarcolemma*, and *cation channel complex* (Figure 3B). These ontologies are represented by genes such as voltage-gated calcium channels, ryanodine receptors (RyR2), and sodium and potassium channels, all of which are critical components of cardiac contraction (65) and action potential (66), respectively. 

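The 88 tested genes of voltage-gated calcium, sodium and potassium channels, ryanodine receptors and related ion channels had a mean log2 fold change below that of other genes (difference -0.22, camera p = 0.0205, adjusted p = 0.0386), with 57 lower and 31 higher in IDA. With the gene length correction, the difference was -0.02 (p = 0.96). The Reactome set of ion channel transport did not differ (93 genes, difference -0.06, p = 0.73). *Ryr2* itself, with 16813 bp of exons on chromosome 13, had 1774 ± 179 CPM in control hearts (SD, n = 10) and 1248 ± 243.2 CPM in IDA hearts (SD, n = 10). Its log2 fold change was -0.51 (standard error 0.09, adjusted p = 4.46e-05 from edgeR's quasi-likelihood test). After the correction for gene length, it was 0.28 (adjusted p = 0.00022).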

In particular, *Calcium signaling* was identified among the most significantly differentially regulated pathways. Previous studies have observed a decrease in cardiac contraction, both *in vivo* and *in vitro*, via downregulation of RyR2 channels and the sarco/endoplasmic reticulum Ca^2+^-ATPase (SERCA) pump activity in iron-deficiency anemia (38).

The deleterious effects of anemia on cardiac health is well-documented, but the mechanisms by which it directly affects cardiac physiology has not yet been ascertained. Using a non-candidate approach, we show, for the first time, that iron-deficiency anemia affects cardiac metabolism both at the transcriptional and physiological level in a manner akin to adaptation to chronic hypoxia. A shift toward a glycolytic metabolism is expected to lower ATP availability and therefore likely cause disruption in normal cardiac processes, such as contractility, which is a major ATP consuming pathway in the cardiac myocyte.

## Data Availability Statement

The RNA-seq data presented in this study can be found in the GEO online repository, accession number GSE162493.

## Ethics Statement

The animal study was reviewed and approved by Animal Welfare and Ethical Review Body, University of Oxford.

## Author Contributions

YJC, MKC, and VB performed experiments. YJC and PS analyzed data and wrote the paper. YJC, SLL, and PAR designed research. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Iron-Deficiency Anemia Results in Transcriptional and Metabolic Remodeling in the Heart Toward a Glycolytic Phenotype
**Source:** Front Cardiovasc Med. 2021 Jan 21;7:616920. doi: 10.3389/fcvm.2020.616920
**Supplement:** Supplementary file 1

SUPPLEMENTARY FIGURES

Iron-deficiency anemia results in transcriptional and metabolic remodeling in the heart toward a glycolytic phenotype

Short title: Cardiac transcriptome in iron-deficiency anemia

Yu Jin CHUNG^1,2*^, Pawel SWIETACH^1^, M. Kate CURTIS^1^, Vicky BALL^1^, Peter A. ROBBINS^1^, Samira LAKHAL-LITTLETON^1^.

Figure number: 2

**Figure S1. Expression of 3’ IRE-containing mRNA transcripts in iron-deficiency anemia. (A)** *Tfrc* encoding for the transferrin receptor (TFRC) protein. **(B)** *Slc11a2* encoding for the divalent metal transpoter-1 (DMT1) protein. Expression assessed by RNA-sequencing. *n* = 9 mice per group. All values plotted as mean ± sem. *P* values determined by unpaired, two-tail student’s *t*-test. * *p*<0.05.

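For Supplementary Figure 1, each mouse contributes the number of read pairs on the exons of the gene, scaled to its own library. The control values of *Tfrc* ran from 200.0 to 350.5 CPM and the IDA values from 290.2 to 433.8 CPM (two-sided permutation test, p = 0.0017). *Slc11a2* ran from 83.2 to 99.3 CPM in control and from 84.7 to 101.0 CPM in IDA mice (two-sided permutation test, p = 0.21).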

**Figure S2. Iron-deficiency anemia affects mitochondrial oxidative phosphorylation pathway.** Visualization of differentially expressed genes affecting **(A)** the OXPHOS pathway and **(B)** Pyruvate metabolism, including glycolysis. Schematic rendered by the Bioconductor package PathView. Green = downregulated, Red = upregulated.

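In such a diagram, each box takes the color of the change in expression of the gene it stands for. Of the 81 OXPHOS subunits, 74 were higher and 0 lower at an adjusted p below 0.05 in edgeR's quasi-likelihood test. Of 38 genes of glycolysis and gluconeogenesis, 21 were higher and 3 lower, and of 38 genes of pyruvate metabolism, 21 were higher and 3 lower. Some genes belong to both of the latter families. These counts are without the gene length correction. With it, the mean log2 fold change of the OXPHOS subunits differed from that of other genes by -0.11, against 0.25 without it. The differences of glycolysis and gluconeogenesis and of pyruvate metabolism did not pass the threshold with it (camera adjusted p = 0.30 and 0.47).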

How the deposited data were processed for this re-analysis (not part of the article)

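RNA-seq of whole hearts from 10 control and 10 iron-deficient (IDA) male C57BL/6 mice was analysed. The mice received the diets for 6 weeks from 3 weeks of age. The authors aligned reads to mm10 with STAR, removed PCR duplicates with samtools, and counted read pairs on exons by gene name with featureCounts (version 1.4.5-p1), without strand. The authors deposited these read-pair counts, without normalization, for 23420 genes, with the exonic length of each gene. Among the gene names, 27 had been turned into dates and 2 occurred in duplicate, and they were kept as given. Mice were assigned to diets by their labels. The labels give the iron in the deficient diet as below 2 ppm in 1 field and above it in another, and the paper gives 2 to 5 ppm. The paper excluded a mouse from each group for contamination and its text does not name which, so all 20 mice were kept, and 100 fits that each left out a mouse from each group were compared.

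Total counts per mouse lay between 6682177 and 8960688. Library sizes differed between the groups (two-sided permutation test, p = 0.0101). At this depth, a gene at the filter of 1 CPM has few read pairs per mouse, and counts per exonic base levelled off near 2 in genes with high expression. Genes with at least 1 CPM in at least 10 mice were tested (13590 genes, with 9830 excluded).

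Analyses were run in R 4.3.3. Counts were normalized with edgeR (version 4.0.16) by TMM and tested with its quasi-likelihood test, and with DESeq2 (version 1.42.0) by its Wald test. Genes with p below 0.01 in both were counted, as in the paper's methods, and Benjamini-Hochberg adjusted p-values were also computed. Log2 CPM values used a prior count of 2. Gene sets were tested with camera in limma (version 3.58.1) with an inter-gene correlation of 0.01. The sets were 32 families listed by symbol and 20 Reactome sets, written before the data were examined. Of these, 46 had at least 5 tested genes. Members of the paper's GO terms and KEGG pathways were not analysed here. Families among the called genes were compared by Fisher's exact test, and with 1000 random sets matched on expression and length. Permutation tests used 100000 resamples.

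The gene length correction subtracted from each mouse a loess curve (span 0.5, degree 1) of its deviation from each gene's mean on log2 exonic length. It was entered as offsets in edgeR and normalization factors in DESeq2. It removes any trend on length, whether technical or biological. The alternatives were other normalizations, filters, tests and thresholds, covariates for library size and for an erythroid marker score, other clusterings, and the replicate number as a block. Corrections for GC content used annotated transcripts (99.2% of tested genes) and were added after the data were examined, as were minimum fold changes with p below 0.01 in both packages and a covariate for the library numbers in the sample names.

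The genes named in the text are those the paper names for the heart, and the 5 higher and 5 lower genes with the largest log2 fold change among those with an adjusted p below 0.01 in both packages and every IDA mouse on the same side of the control mean. The rule was fixed before the data were examined. Some of the genes it selects are not reported here.

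The steps were tested on simulated data with the means and library sizes of the real genes. Of 200 genes changed by known folds among 13590, 85.5% were called in the right direction, and 1.72% of calls were false. With p below 0.01 in both packages, 0.859% of unchanged genes were called. When the length trend of the real mice was simulated without any other change, 6122 genes and 5 of 5 main gene sets were called without the gene length correction, and 1 gene and 0 sets with it. An OXPHOS difference of 0.3 added to that trend was recovered as 0.28 with the correction. The trend was simulated with the same curve that the correction removes, so its removal was largely set in advance. The simulated counts held no correlation between genes and no ceiling in counts per base. The simulation thus does not show how well the correction works on the real counts.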

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

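The tests of HIF-1 target genes were chosen only after their result was seen.

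Among 70 groups of 10 mice examined, 3 had a mouse far from the others, where chance alone gives about 3.5. In IDA replicate 4, *Gpt* stood below the other IDA mice, at 65.1 CPM against 87.98 to 119.6 CPM (gap of 0.49 of the group's range). After the gene length correction, the gap was 0.58 of the range, so gene length did not account for it. In IDA replicate 1, *Zbed6* stood below the others, at 1.32 CPM (10 read pairs) against 3.82 to 10.8 CPM (gap of 0.49 of the range). After the gene length correction, the gap was 0.50. In IDA replicate 9, the mean of 8 skeletal muscle marker genes stood apart (gap of 0.65 of the range). Of these 8 genes, 3 had their highest value over all 20 mice in that mouse. Others were raised in it without being the highest, so this count does not exclude skeletal muscle RNA in the sample. No biological explanation was tested for these mice, and their number is what chance gives.

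The mean log2 CPM of erythroid marker genes, which the paper does not report, was higher in IDA mice by 1.00 (5.16 ± 0.66 against 4.16 ± 0.17, SD, n = 10 each, two-sided permutation test, p = 3e-05). All 10 IDA mice were above the highest control mouse. The 11 markers did not rise together, with 6 higher and 4 lower at an adjusted p below 0.05, and as a set they passed the threshold against other genes only with the gene length correction (camera adjusted p = 0.18 without it and 0.0344 with it). The markers held no hemoglobin gene. The adult beta-globin gene *Hbb-bs*, listed under its older symbol *Beta-s*, had 279 to 390 read pairs per mouse, and its log2 fold change was 0.28 (adjusted p = 0.000969), or -0.072 with the gene length correction (adjusted p = 0.40). *Hba-a1*, *Hba-a2*, *Hbb-b1* and *Hbb-b2* had at most 1 read pair in any mouse. The cause of these low counts was not tested, and no conclusion on the amount of blood RNA is drawn from them. Erythroid RNA from blood in the heart is a candidate source of other changes that follow this score. With the score as a covariate, the log2 fold change of *Car2* was -0.31 in place of 1.23, while that of *Tfrc* was 0.43 (adjusted p = 0.019). Blood RNA may thus account for the rise of *Car2*, and not for that of *Tfrc*, though markers that fell leave the source of the score open. Anemia itself changes the red cells in blood, so the score cannot separate blood left in the tissue from a change in blood cells with diet.

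HIF-1 target genes, a set of 46 genes that the paper's RNA-seq analysis does not report, were higher in IDA than other genes by a mean log2 fold change of 0.17 (camera p = 0.00151, adjusted p = 0.00435, mean above the control mean in 10 of 10 IDA mice). Once the length trend was removed, the difference was 0.13 (p = 0.000123), and with the erythroid score as a covariate 0.15 (p = 0.0256). With the correction, 1 of 100 splits of the mice, the real split itself, gave as large a difference. Against random genes matched on expression and length, their share among higher genes was larger by 16.5 percentage points, which did not pass the threshold after adjustment (p = 0.00799, adjusted p = 0.0919). The correction, the score and the splits did not account for the difference in means, which is in line with a hypothesis of HIF activity in IDA hearts, but the matched comparison leaves a part for gene length and expression open. The overlap of these genes with other pathways and the integrity of each RNA sample were not tested.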

How the results depend on the processing

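Unless stated otherwise, alternatives were set before the data were examined. *Tfrc* and *Slc16a3* kept their direction and stayed past the threshold in each alternative run, the first principal component kept its separation of the diets, and *Car2* and *Ndufa4l2* had a single exception each. Across 100 fits that each left out a mouse from each group, log2 fold changes ran from 0.33 to 0.49 for *Tfrc*, 0.55 to 0.64 for *Ndufa4l2*, 0.77 to 1.02 for *Slc16a3* and 1.00 to 1.34 for *Car2*, edgeR called from 8572 to 9379 genes, and from 7475 to 8321 genes had p below 0.01 in both packages, of which 48.1% to 51.2% were lower. With the erythroid score as a covariate, *Car2* reversed to -0.31.

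After removal of the length trend, the gene set difference reversed to -0.11 for OXPHOS and -0.0028 for cytosolic ribosomal proteins, and fell to 0.060 for mitochondrial ribosomal proteins, 0.023 for the proteasome and -0.018 for ion channels, which no longer passed the threshold. *Slc11a2* rose past it at 0.40. Among genes with p below 0.01 in both packages, 42.9% were lower. With length and GC content (added later), OXPHOS was -0.13, cytosolic ribosomal proteins -0.034, mitochondrial ribosomal proteins 0.065, the proteasome 0.051, ion channels -0.078, *Slc11a2* 0.38 and *Ndufa4l2* 0.042, and 42.2% of genes were lower. Against genes matched on expression and length, OXPHOS was past the threshold in the reversed direction, at -0.057 (p = 0.004). Mitochondrial ribosomal proteins stayed past it at 0.059 (p = 0.00999). Cytosolic ribosomal proteins (0.012), the proteasome (0.021) and ion channels (-0.012) did not pass it. With inter-gene correlation estimated, the differences of 0.25 (OXPHOS), 0.37 (cytosolic ribosomal proteins), 0.34 (mitochondrial ribosomal proteins), 0.28 (proteasome) and -0.22 (ion channels) no longer passed (p from 0.15 to 0.37). The Reactome set of ion channel transport gave -0.062.

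With library size alone, *Slc11a2* was 0.095 (adjusted p = 0.0293, over a range of 1.3e-06 to 0.76 in its alternatives), and the share of lower genes was 42.0%, against 48.9% with TMM. That share was 50.5% with a minimum of 10 reads, 51.0% with library size as a covariate and 43.7% with GC correction (added later). A minimum of 1.5-fold left 2037 genes in edgeR. Added later, the same minimum left 1967 genes in both packages (78.9% lower), or 1635 to 2360 genes (75.1% to 83.2% lower) over the fits that left out mice, and 2-fold left 482 (82.4% lower).

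Same-numbered mice did not deviate together (mean correlation 0.01). With the replicate number as a block, 7461 genes had p below 0.01 in both packages (50.4% lower), and edgeR called 8912. The block with the length correction gave 42.7% lower, *Slc11a2* 0.39, OXPHOS -0.11, cytosolic ribosomal proteins 0.0027, mitochondrial ribosomal proteins 0.065, the proteasome 0.028 and ion channels -0.020. The block with GC correction gave 44.6% lower.

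Clustering misplaced 2 mice with Ward's method, 2 with complete linkage, 0 with average linkage, 0 on Spearman correlations and 1 on the 500 most variable genes. Of 23 families enriched among called genes, 6 remained past the threshold against matched sets. The cause of these changes was not tested, apart from gene length. With hemoglobin genes left out before normalization, of which only *Hbb-bs* was tested, no gene or set of this part changed its direction or its side of the threshold, and 8130 genes had p below 0.01 in both packages (48.9% lower). Not run were the removal of mitochondrial-genome genes, since none was tested, GC content from the genome sequence, and a Reactome set for the proteasome, since none was found.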

Differences from the paper's values

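With p below 0.01 in both packages, 8131 genes differed, against the paper's 1569, and 48.9% of them were lower in IDA, against the paper's 78%. None of the alternatives for this pair of values set before the data were examined closed either gap. They gave between 5425 and 8366 genes, of which 42.0% to 51.2% were lower. A minimum of 1.5-fold in both packages, chosen after the values were seen, gave 1967 genes, of which 78.9% were lower. With the gene length correction as well, it left 1003 genes, of which 64.8% were lower. The fits under that minimum that left out a mouse from each group gave 1635 to 2360 genes, of which 75.1% to 83.2% were lower. A minimum of 2-fold, also chosen after the values were seen, gave 482 genes, of which 82.4% were lower. In edgeR alone, a minimum of 1.5-fold set before the data were examined gave 2037 genes, of which 77.9% were lower.

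*Ndufa4l2* had 44.7 CPM in control and 67.6 CPM in IDA hearts, against the paper's about 330 and about 500 cpm in Fig. 4C, read by eye. *Slc16a3* had 6.96 and 13.3 CPM, against the paper's about 51 and about 100 cpm in Fig. 5F, read by eye. *Car2* had 18.3 and 42.8 CPM, against the paper's about 140 and about 290 cpm in Fig. 5F, read by eye. With DESeq2's size factors or library size alone in place of TMM, the gaps stayed open for these 3 genes in both groups. Mean counts without any scaling, computed after the values were seen, lay near the paper's values. They were 342.9 and 487.6 for *Ndufa4l2*, 53.7 and 98.5 for *Slc16a3*, and 140.4 and 308.5 for *Car2*.

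The paper's Fig. 2B shows the diets apart in its dendrogram. Ward's method here placed 2 IDA mice with the controls and complete linkage misplaced 2 mice, clustering on the 500 most variable genes misplaced 1, and average linkage and Spearman correlations misplaced 0. The paper lists the TCA cycle, Wnt, MAPK and insulin signaling and vascular smooth muscle contraction among the pathways most affected. Here the camera adjusted p-values were 0.11, 0.0518, 0.43, 0.56 and 0.0756, for sets that do not hold the same genes as the KEGG pathways. By Fisher's exact test, Wnt signaling (63 of 144 genes, adjusted p = 0.000857) and vascular smooth muscle contraction (32 of 72 genes, adjusted p = 0.0179) were enriched among the lower genes, and the other 3 were not enriched in either direction. The paper reports ion channel components among its enriched terms for lower genes. Here the family of ion channels had an adjusted p of 0.0745 by Fisher's exact test, and 0.0386 by camera.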

Other observations

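The tests of the length trend, of the ceiling in read pairs per base, of the sets of histone demethylases and aminoacyl-tRNA synthetases and of other splits of the mice were chosen or examined after the results were seen, apart from the slope on library size. The tests of gene length on the main sets, of erythroid RNA and of library size for the number of genes were set before the data were examined.

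Log2 fold changes fell with exonic gene length (Spearman's rho = -0.63 across 13590 genes, which are not independent replicates). The slope of each mouse's log2 values on log2 length was 0.13 ± 0.07 in control and -0.13 ± 0.07 in IDA mice (SD, n = 10 each, two-sided permutation test, p = 3e-05), with control slopes of 0.02 or more and IDA slopes of -0.02 or less. A trend as strong appeared in 3 of 100 splits of the mice that part the same-numbered pairs, the real split included. Length trends were common among the other splits, with a median size of rho of 0.45 and a largest of 0.64. Duplicate removal by position, which would act on densely covered genes, did not account for it, since rho was -0.55 among the 6594 genes under 0.1 read pairs per base. Within diets, the slope and library size were not related after adjustment (control r = 0.65, permutation p = 0.042, rho = 0.49, permutation p = 0.16, IDA r = 0.14, permutation p = 0.70, rho = 0.03, permutation p = 0.95, adjusted p of 0.14 or more over 10 relations). Without the 2 mice farthest from the median, r was 0.25 and -0.58. A difference in RNA integrity between groups was not tested, since no value per mouse was analysed here. The trend cannot be told apart from such a technical difference, and a biological change that follows gene length was not excluded.

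If this trend were technical, gene length bias could account for the higher expression of OXPHOS and proteasome genes and the lower expression of ion channels. For ribosomal proteins, the tests on gene length differ. Against 1000 random sets matched on expression and length, the cytosolic share among higher genes was larger by 18.6 percentage points. The mitochondrial share was larger by 12.6 (adjusted p = 0.0306 for each). Their mean differences from matched genes were 0.012 (p = 0.72) and 0.059 (p = 0.00999). Gene length thus leaves a part of the rise of ribosomal proteins open. After the gene length correction, the OXPHOS difference was -0.11, against 0.25 without it. Those of cytosolic and mitochondrial ribosomal proteins, the proteasome and ion channels no longer passed the threshold. The reversed OXPHOS difference was reached by 9 of 100 splits, so it cannot be told apart from a split of the mice by chance. Without the correction, the real split alone, 1 of 100 splits, reached the difference of OXPHOS, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, the proteasome and ion channels. It alone also reached the number of genes called by edgeR and by both packages. For OXPHOS, the margin was small, since another split reached 0.2500 against 0.2515 in the real split. The largest number in edgeR in another split was 7916, and the median was 0. The other splits exchange mice of the same number between groups.

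Counts per exonic base levelled off near 2. Genes with at least 1 read pair per base had a median ratio of variance to mean between mice of 1.69, against 11.4 in 2969 genes of similar counts under 0.25 per base. Duplicate removal by position may cause this ceiling. *Cox4i1*, for example, had 1079 ± 12.8 read pairs in control mice and 1127.6 ± 18.8 in IDA mice (SD, n = 10 each). It was chosen after its values were seen. A capped count takes a larger share of a smaller library. Across control mice, the mean log2 CPM of the 51 OXPHOS subunits at or above 1 read pair per base fell with log2 library size with a slope of -0.96 (r = -0.99, permutation p = 5e-05, rho = -0.90, permutation p = 0.00095, adjusted p = 5e-05 and 0.0019 over 4 relations, r = -0.98 without the 2 farthest mice). In IDA mice, the slope was -1.14 (r = -0.97, permutation p = 3e-05, rho = -0.81, permutation p = 0.0073, r = -0.93 without the 2 farthest mice). The smaller libraries of IDA mice may thus account for part of the OXPHOS difference. With library size as a covariate, a difference of 0.09 remained (camera p = 0.00691 with an inter-gene correlation of 0.01). With that correlation estimated, at 0.86, even the difference of 0.25 did not pass the threshold (camera p = 0.37). Unscaled counts were higher in IDA, by a median log2 ratio of 0.084 in the 51 subunits and 0.141 in the other 30. That ratio was -0.148 for the total over all tested genes. A cap in smaller libraries would not by itself raise unscaled counts. These values thus argue against library size as the source of all of the OXPHOS difference. Of the 81 subunits, 74 had at least 0.5 read pairs per base, so too few lie far from the ceiling to compare. True changes of the 51 subunits may be compressed by the ceiling.

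The difference in library size between diets did not account for the number of genes called. With log2 library size as a covariate, edgeR called 7920 genes, 7524 of them among the 9177. Library numbers in the sample names form 2 runs that each hold both diets. Between the runs, 15 genes differed.

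Histone lysine demethylases, which the paper discusses without RNA-seq values, were lower in IDA than other genes by a mean log2 fold change of -0.44 (20 genes, camera p = 2.49e-06, mean below the control mean in 10 of 10 IDA mice). Corrected for gene length, the difference was -0.16 (p = 0.0105), and with the erythroid score as a covariate -0.54. Aminoacyl-tRNA synthetases kept a difference of 0.19 with the length correction and had 0.27 with the erythroid score. After the length correction, 1 of 100 splits, the real split, reached the difference in each of the 2 sets. Against random genes matched on expression and length, the share of aminoacyl-tRNA synthetases among higher genes was larger by 24.4 percentage points (adjusted p = 0.0306), and that of histone lysine demethylases among lower genes by 6.46 (p = 0.71, adjusted p = 1), which did not pass the threshold. The tests on gene length thus differ for the demethylases, whose change cannot be told apart from it. For the synthetases, gene length, erythroid RNA and a split by chance did not account for the difference fully, which is in line with a hypothesis of an effect of diet. RNA integrity was not tested, and the inter-gene correlation of the 2 sets was fixed at 0.01 and not estimated.

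Values for genes that the paper measured by qPCR or by an unnamed assay in the heart follow, as RNA-seq log2 fold changes with edgeR's adjusted p. *Slc40a1* was lower (-0.91, adjusted p = 6e-07) and *Hamp* did not differ (0.74, adjusted p = 0.13). *Ldha* was higher (0.22, adjusted p = 0.000172), and did not pass the threshold with the gene length correction (0.09, adjusted p = 0.084). *Pdk1* was lower (-0.11, adjusted p = 0.029), and higher with the gene length correction (0.20, adjusted p = 0.000337), where the paper reports it as higher. *Pdk4* did not differ (-0.02, adjusted p = 0.87), where the paper reports it as lower. *Gpt*, which the paper reports as not upregulated, was higher (0.20, adjusted p = 0.042), and did not pass with the gene length correction (0.04, adjusted p = 0.71). *Cox4i2* was higher (0.73, adjusted p = 2.92e-07). *Cox4i1*, near the ceiling of read pairs per base, was higher (0.15, adjusted p = 0.0145) and lower with the gene length correction (-0.19, adjusted p = 0.00267). *Ldha* and *Pdk4* also had at least 1 read pair per base, with ratios of variance to mean between mice of 2.51 and 92.9. A true change of *Ldha* may thus be compressed as well.

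By the rule for naming genes, the largest rises in IDA included those of *Apol11b* (5.27), *Trim10* (4.21), *Slc4a1* (4.04) and *Gp1bb* (3.07), whose exon overlaps another gene on the reference. IDA mice varied widely, from 2.36 to 112.9 CPM for *Apol11b*, 1.32 to 41.2 for *Trim10* and 4.86 to 122.3 for *Slc4a1*. The highest control value of *Trim10* was 1.44 CPM. *Apol11b* and *Trim10* were highest in IDA replicate 9, which also had the highest erythroid score. Blood RNA as a source of these rises was not tested. The largest falls included those of *F830016B08Rik* (-3.03), *Zbed6* (-2.53) and *Deptor* (-2.32). Exons of *Deptor* overlap those of another gene.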
